# D-Mannose Suppresses γδ T Cells and Alleviates Murine Psoriasis

**DOI:** 10.3389/fimmu.2022.840755

**Published:** 2022-02-28

**Authors:** Mingyang Li, Haiyan Cheng, Dan Tian, Lu Yang, Xiaonan Du, Yuhualei Pan, Dong Zhang, Xueling Mei

**Keywords:** psoriasis, γδ T cells, D-mannose, IL-17, glycolysis

## Abstract

Psoriasis is a chronic skin disorder associated with multiple sequelae, such as psoriatic arthritis and cardiovascular diseases. Increasing evidence has shown that γδ T cells, as sources of IL-17A, play critical roles in psoriatic inflammations. However, there still lack effective ways to manipulate these pathogenic γδ T cells, which are less well studied than αβ T cells. The present study aims to characterize the phenotype of γδ T cells and evaluate the impact of D-mannose (a C-2 epimer of glucose) on γδ T cell-mediated psoriasis. We found that skin-draining LN γδ T cells underwent robust proliferation and acquired an IL-17-producing phenotype during psoriasis. The transcriptomic profiles of these psoriatic γδ T cells had elevated glycolytic signatures. Importantly, D-mannose treatment suppressed the γδ T cell reaction and successfully alleviated the local and systematic inflammation induced by imiquimod. The decreased AKT/mTOR/HIF-1α signaling and glycolytic ability may contribute to the suppression of γδ T cells achieved by D-mannose. Our study increased understanding of γδ T cells in psoriasis and promoted D-mannose utilization as a potential clinical application for autoimmune diseases driven by γδ T cells.

## Introduction

Psoriasis is a persistent immune-mediated inflammatory skin disorder affecting 2-3% of the population worldwide (1–3). In addition to the common characteristics of squamous reddish plaques on extensor surfaces, psoriasis is also associated with sequelae such as psoriatic arthritis, cardiometabolic disorders and psychiatric diseases (1, 2, 4, 5). The pathologies of psoriasis are intricate and not fully explicit (6). However, excessive activation of innate and adaptive immune reactions is centrally involved (3, 6, 7). The multidimensional interactions between innate immune cells (dendritic cells, neutrophils), adaptive immune cells and skin resident cells (keratinocytes) through cell contact and cytokines (IL-17, etc.) aggravate the psoriatic injuries (8–11). Among the adaptive effector cells, T cells play an essential role in the pathology of skin disorders by activating keratinocytes through the IL-23/IL-17 axis (11, 12). Conventionally, TCRαβ^+^ Th cells have received plentiful attentions, but increasing evidences have shown that IL-17-secreting TCRγδ^+^ (γδ17) T cells are pivotal mediators in psoriasis (13–15). In both IL-23-induced and imiquimod (IMQ)-induced models, γδ T cell deletion rather than αβ T cell deletion alleviated skin inflammations (16). In addition, the primary sources of the pathogenic IL-17 superfamily in psoriatic lesions were found to be γδ T cells instead of αβ T cells (16, 17). Thus, these evidences proved the significant importance of γδ T cells in psoriatic occurrence and progression. After IMQ administration, TCR Vγ4^+^ γδ17 T cells may rapidly expand in skin draining lymph node (DLN) and egress out to exacerbate skin inflammation (18, 19). Compared to TCR Vγ6^+^ dermal T cells, which also produce IL-17, the Vγ4^+^ T cells released from the DLN have significantly greater capabilities to proliferate and produce IL-17 (18, 19). Hence, γδ17 T cells from the skin DLN were thought to have a critical role in IMQ-induced psoriasis.

Upon antigen stimulation, T cells undergo robust clonal expansion and differentiation (20). Their fates are usually decided by transcriptional and epigenetic modifications (21, 22). Under conditions favoring Th17 differentiation, hypoxia-inducible factor-1α (HIF-1α) is usually upregulated to activate RORγt and promote the production of IL-17 (23, 24). Meanwhile, as a pluripotent transcription factor, HIF-1α is also implicated in the process of glycolysis, which supports the huge bioenergetic demands of Th17 cells (23, 25). Suppressing HIF-1α-dependent glycolysis could impede the development of Th17 cells and delay the progression of experimental autoimmune encephalomyelitis (25, 26); therefore, we speculate that manipulation of HIF-1α and glycolysis may also be a potent way to relieve the psoriasis induced by γδ17 T cells. D-mannose, a C-2 epimer of glucose, has been used as a nonantibiotic treatment for urinary infection by blocking the adhesion of bacteria to epithelial cells (27, 28). Recent works have shown that D-mannose can impair glycolysis and promote fatty acid oxidation in T cells (29). In turn, it can induce regulatory T cells (Tregs) and alleviate the immunopathology of diabetes, airway inflammation and lupus (28–30). More importantly, the suppression of succinate-mediated HIF-1α activation was reported in macrophages treated with D-mannose (31). These data supported the clinical application of D-mannose in autoimmune diseases. However, whether D-mannose treatment can suppress psoriasis induced by γδ T cells remains to be determined.

In this study, we compared the phenotypes, functions, and transcriptional alterations of γδ T cells in IMQ-induced psoriasis. In addition to intensive activation and proliferation, we found that γδ T cells from the skin DLN of psoriatic mice had a higher level of p-HIF-1α expression and upregulated genes associated with glycolysis. Moreover, D-mannose treatment successfully attenuated psoriatic inflammation. Through our findings, we speculated that the decreased AKT/mTOR/HIF-1α signaling and glycolytic ability in γδ T cells may contribute to the suppression of psoriasis achieved by D-mannose.

## Materials and Methods

### Animal Models

Eight-week-old male C57BL/6 mice (weighing 20g-25g) were purchased from HFK Laboratory (Beijing, China). After being allowed to adapt for 5 days, the mice were randomized assigned to different groups using the random number table. The numbers of mice used in each group were shown in figure legends. For the establishment of psoriasis model, mice were shaved and treated with a topical dose of 62.5 mg of imiquimod (IMQ) cream (3 M, USA) or vehicle cream (Ctrl) on their back for six consecutive days. At Day 7, mice were sacrificed. Their skin was fixed in 4% paraformaldehyde and then embedded in paraffin for HE staining. To evaluate the impact of D-mannose on IMQ-induced psoriasis, mice were administered 200 μl of 20% (w/v) D-mannose (1.1M) (Sigma, USA) by gavage twice a day while given drinking water with 20% D-mannose (1.1M) ad libitum for one week. Then, the IMQ-induced model was established, while D-mannose was still administered orally. After 6 consecutive days of IMQ treatment, the mice were harvested. The dosage of D-mannose used in our research was previously reported to have no adverse effect on the weight and health of the animals (29–32). All mice were housed in a pathogen-free, comfortable temperature environment with a 12 h light/dark cycle. All animal studies were performed in compliance with the ethical guidelines for animal studies and approved by the Animal Ethics Committee of Beijing Friendship Hospital, Capital Medical University (approval no. 20-2018).

### Psoriasis Area and Severity Index (PASI) Assessment

The PASI score was used to assess the severity of the lesion upon IMQ exposure. The score was graded from 0 to 4 according to the erythema, scale and thickness of the skin. A score of 0 means normal, and a score of 4 means very severely altered. Every mouse was graded according to PASI daily, and the assessment was performed blinded.

### Reagents

Antibodies against TCRγδ (GL3), TCRβ (H57-597), CD3 (17A2), Foxp3 (MF23), CD25 (PC61), PD1 (J43), Annexin V, IFN-γ (XMG1.2), NK1.1 (S17016D), CD27 (LG.3A10), IL-23R (12B2B64), IL-17A (TC11-18H10), CD45 (A20), CCR2 (SA203G11), CCR5 (HM-CCR5), CCR6 (29-2L17), CXCR6 (SA051D1), ICOS (C398.4A), CD62L (MEL-14), Ki-67 (SoIA15), CD44 (IM7), IRF4 (IRF4.3E4), and Blimp1 (5E7) were purchased from Biolegend. Antibodies against p-AKT (Ser473) (SDRNR), p-HIF-1α (Mgc3), and p-mTOR (Ser2448) (MRRBY) were purchased from Thermo Fisher. Before cell staining, TruStain FcX™ PLUS (anti-mouse CD16/32) antibodies (Biolegend) were used to block nonspecific binding. For intracellular staining of cytokines, the cells were stimulated with Cell Activation Cocktail (with Brefeldin A) from Biolegend. Six hours later, the cells were stained with antibodies against surface molecules and prepared according to the instructions of the Cyto-Fast™ Fix/Perm Buffer Set (Biolegend). For intracellular staining of transcription factors and signaling molecules, the cells were prepared with a Foxp3/Transcription Factor Buffer Set (Thermal Fisher).

### Cell Culture

γδ T cells sorted from the spleens and peripheral LNs of 15 healthy mice were pooled together and cultured (2×10^5^ per well) for 72 hours with IL-2 (2 ng/ml) in a round-bottom 96-well plate. Antibodies against CD3 (10 μg/ml) and CD28 (1 μg/ml) were added. To evaluate the impact of D-mannose on γδ T cells, cells were also treated with D-mannose (50 mmol/L).

### Glycolytic Rate Assay

To determine the impact of D-mannose on γδ T cell glycolytic capabilities, γδ T cells were pretreated with or without D-mannose *in vitro* as described above for three days. Subsequently, these cells were harvested and seeded on a poly-D-lysine-coated 96-well XF microplate (2-4×10^5^ cells/well) and cultured in XF RPMI 1640 medium with glucose (25 mmol/L), pyruvate (1 mmol/L) and glutamine (4 mmol/L). In the D-mannose assay group, D-mannose (25 mmol/L) was added to the culture medium. Finally, to measure the extracellular acidification rate (ECAR) of these γδ T cells, an Agilent Seahorse XFe-96 metabolic analyzer and glycolytic rate assay kit (Agilent) were used according to the instructions. The level of ECAR may reflect the capabilities of glycolysis in γδ T cells.

### Transcriptome Analysis

RNA samples from skin-draining LN and splenic γδ T cells (from healthy and psoriatic mice) were sequenced using a standard Illumina protocol (Annoroad Gene Technology, Beijing). Each sample represented γδ T cells obtained from 15 mice. Reads were mapped to a mouse genome (Mm9) by using HISAT2. Gene counts were estimated by HTSeq. The R package DESeq2 was applied to determine differentially expressed genes (DEGs). Genes with a fold-change >2 and an adjusted *P* value < 0.05 were defined as DEGs. The R package clusterprofiler was applied to perform GO enrichment and GSEA of the DEGs. The data reported in this work have been uploaded to the Gene Expression Omnibus (GEO) database under accession number GSE188905.

### RT–PCR

RNA was extracted from γδ T cells using the RNeasy Plus Micro Kit (Qiagen), and cDNA was obtained using PrimeScript™ RT Master Mix (TaKaRa). Quantitative PCR was performed using Hieff qPCR SYBR Green Master mix (YEASEN, Beijing) on a QuantStudio™ 3 Real-Time PCR Instrument (Thermal Fisher), with each sample in triplicate. The quantification was based on 2^-ΔΔCt^ calculations and was normalized to β-actin. 

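The primer sequences of Table S1 were matched to the protein-coding transcripts of mouse genome NCBIM37 (mm9, Ensembl release 65). For Ldha, the forward primer AGGCGGCTACACGTACAC and the reverse primer AGCACCAACCCCAACAACTG lie in the coding sequence, in exons 1 and 2 of the transcript matched, and delimit a product whose ends are at 54102710 and 54103079 on chromosome 7; 1 of the 5 protein-coding transcripts of Ldha held both. For Pgk1, CCCTTCCTGGCTATCTTGGG and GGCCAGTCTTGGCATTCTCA lie in coding exons 6 and 8 and delimit a product of 280 bp, between 103393278 and 103395637 on chromosome X. For Pfkm, ACAGTGGCCGTGATGAATGT and AGCCCCCAATGATGACAAGG lie in coding exons 14 and 16 and delimit 292 bp, between 97956747 and 97957951 on chromosome 15. For Slc2a1, ATGGATCCCAGCAGCAAGAAG spans the junction of exons 1 and 2, AGCGGTGGTTCCATGTTTGA lies in exon 3, and the product is 154 bp, between 118781560 and 118804767 on chromosome 4. For Aldoa, GGGGTCACTTTCCTGTCTGG spans the junction of exons 8 and 9, TTCTCCTTCTTCCCACCCCA lies in exon 9, and the product is 161 bp, between 133939167 and 133939464 on chromosome 7. No protein-coding transcript of another gene held both primers of any of these pairs. The forward primer of Actb, CGATATCGCTGCGCTGGTC, lies in coding exon 2, from 143667339 to 143667357 on chromosome 5.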

The primers used in the article were listed in **Table S1**.

### Capillary Western Blot

The protein of γδ T cells cultured *in vitro* was extracted by RIPA lysis buffer (Roche). Each sample represented γδ T cells obtained from 5 mice. After quantified the concentration of protein by bicinchoninic acid assay (Thermal Fisher), the expressions of p-AKT (Ser473), p-mTOR (Ser2448), and β-acitn (8H10D10) were evaluated using a capillary western blot analyzer (ProteinSimple). The 25-lane plates were used according to the instructions. All the antibodies for western blot were purchased from Cell Signaling Technology.

### Statistical Analysis

GraphPad Prism 8 software was applied to perform the statistical analysis. An unpaired Student’s *t* test was used to evaluate the significance of the difference between two groups. For comparisons between multiple groups, the two-way ANOVA with Sidak’s multiple comparison test was performed. Data were presented as the mean ± SEM, and a *P* value < 0.05 was considered significant (*p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001). The *t* values and *F* values of each comparison were also shown in the figure legends.

## Results

### γδ T Cells Were Significantly Expanded in IMQ-Treated Mice

To investigate the alteration of γδ T cells, we first treated the mice with IMQ on their backs for six consecutive days. As shown in **Figures 1A–C**, IMQ treatment resulted in signs of scurf and thickened skin (**Figure 1A**). Histological analysis of skin sections showed that IMQ-treated mice had parakeratosis and thickened dermal and inflammatory cell infiltrations (**Figures 1B, C**). These results indicated that the psoriasis model was successfully established. We then compared the ratio of γδ T cells to CD3^+^ T cells in skin-draining LNs (DLNs) and spleens between IMQ-treated and control mice (**Figure 1D**). The gating strategy of γδ T cells for flow cytometry analysis was shown in **Figure S1**. Upon IMQ treatment, the frequency of γδ T cells was increased in both DLN and spleen; however, the frequency of γδ T cells in the DLN was higher, and the fold-change of the γδ T cell ratio in the DLN was more remarkable than that in the spleen (by 2.28 in the DLN and 1.30 in the spleen) (**Figure 1D**). These results were consistent with previous reports (16, 18) and showed that IMQ stimulation expanded γδ T cells in the DLNs and spleens.

**Figure 1:**
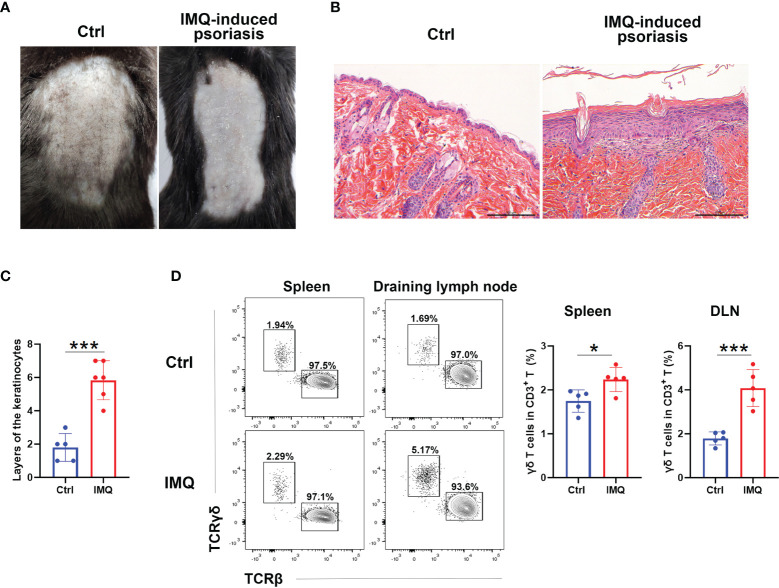
γδ T cells expanded in IMQ-treated mice. Mice were shaved and treated with imiquimod (IMQ) on their backs for six consecutive days. At Day 7, they were harvested. **(A)** Pictures of control (Ctrl) and IMQ-treated mice. **(B)** Representative H&E staining of skin sections obtained from the Ctrl- and IMQ-treated mice. The scale bar represents 100 μm. **(C)** Statistical analysis of the layers of keratinocytes in HE sections obtained from Ctrl- and IMQ-treated mice (N=5-6, *t*=6.438). **(D)** Flow cytometry analysis of TCRγδ^+^ cells and TCRβ^+^ cells in the spleen and skin-draining lymph node (DLN). The comparison of the TCRγδ^+^ cell proportions in spleen (*t*=2.949) and DLN (*t*=5.744) obtained from Ctrl- and IMQ-treated mice is shown on the right (N=5). The Student’s *t* test was used to compare the differences mentioned above. At least three independent experiments were performed with five mice in each group. *p < 0.05, ***p < 0.0002.

### Skin-Draining LN γδ T Cells From IMQ-Treated Mice Had an Activated/Effector Phenotype Compared With Other γδ T Populations

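RNA was sequenced from γδ T cells sorted from the skin-draining LNs and spleens of control (Ctrl) and IMQ-treated mice. Imiquimod is a Toll-like receptor agonist that induces psoriasis-like skin inflammation. The cream was applied at 62.5 mg per day for 6 days, and the cells were collected on day 7. The paper's methods give control mice vehicle cream, while its description of the RNA-seq samples calls them healthy. Whether the sequenced controls received vehicle cream is therefore not settled. There were 3 samples in each of the 4 groups (Ctrl LN, IMQ LN, Ctrl Spl and IMQ Spl), and each sample held the cells of 15 mice. The authors mapped the reads to the mouse genome (Mm9) with HISAT2 and counted the reads on each gene with HTSeq. They deposited these counts without normalization for 53465 Ensembl gene identifiers, of which 32672 are in the Ensembl release 65 annotation of mm9; these carried 98.7% of the counts. Gene positions given here are from that annotation. The paper's text does not name the annotation used for counting or whether counting used the strand, so reads of overlapping genes may have been counted for either. The total count per sample ranged from 25398374 to 35841074 in Ctrl LN (median 28137394), from 31685607 to 34580368 in IMQ LN (median 34128190), from 26539253 to 32159112 in Ctrl Spl (median 28758861) and from 28661511 to 36587689 in IMQ Spl (median 32955929). Counts of replicates of a group differed by more than sampling noise. Over genes with at least 20 counts summed over a pair of replicates, the median chi-square ranged from 3.17 to 22.4, against 0.455 from sampling alone. Separate pools of mice and separate libraries of 1 pool could both give this, and the paper does not state which the 3 samples of a group are. Each sample was treated as its own replicate, and the p values hold for mice only if the pools were separate. The biological coefficient of variation was 0.553 in Ctrl LN, 0.284 in IMQ LN, 0.346 in Ctrl Spl and 0.189 in IMQ Spl. Ctrl LN replicate 1 had the largest total of its group but the fewest genes with at least 1 count, 16148 against 18986 and 18569 in the other 2 samples. From the counts, 16790 genes passed edgeR's filter on low counts and were tested in one fit of all 12 samples, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. DEGs were called as in the paper, at a fold change above 2 and an adjusted p under 0.05. Expression levels are CPM values scaled by the TMM factors, given as mean ± SD over the 3 samples of a group. The normalization, the test, the groups fitted together and the fold-change minimum are choices that change these numbers.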

We next characterized the γδ T cells from the DLN and spleen by RNA-seq analysis. 

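The 4 groups of samples were compared over the 500 most variable genes on the log2 CPM scale. The first principal component carried 71.6% of the variance and separated LN from spleen samples, and the second carried 16.1% and separated IMQ-treated from control samples within each tissue. The smallest distance between samples of different groups was 1.16 times the largest distance between replicates, and each of the 12 samples had its nearest neighbour within its own group. The mean distance was 69.8 between Ctrl LN and IMQ LN, 70.4 between Ctrl Spl and IMQ Spl, 139 between Ctrl LN and Ctrl Spl, and 95.4 between IMQ LN and IMQ Spl. Replicates were on average 45.2 apart in Ctrl LN, 33.4 in IMQ LN, 23.1 in Ctrl Spl and 19.2 in IMQ Spl. The grouping accounted for a share of 0.922 of the squared distances (PERMANOVA R2). Of all 15400 ways to part the 12 samples into 4 groups of 3, this one gave the highest share (exact permutation test, p = 6.5e-05, the smallest the design allows), and the next best gave 0.844. The share moved most when all tested genes were used in place of the most variable ones, to 0.754.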

Both principal component analysis (PCA) and a dendrogram provided a clear demonstration that γδ T cells from different groups were distinct from each other (**Figure 2A** and **Figure S2A**). 

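Of the 16790 genes tested, 2303 were higher and 1761 were lower in IMQ LN than in Ctrl LN, so that 56.7% of the DEGs were upregulated. In the spleen, 1467 genes were higher and 2103 were lower in IMQ Spl than in Ctrl Spl (41.1% upregulated). The alternative that moved these counts most was leaving out the fold-change minimum, which gave 4381 higher and 2755 lower in the LN and 3157 higher and 3118 lower in the spleen. The split between directions depended on the scaling and, in the LN, on the fit. With only the 2 LN groups fitted, 1581 genes were higher and 1791 lower in IMQ LN. DESeq2's Wald test gave 2239 higher and 2352 lower there. With library size alone in place of TMM, 1680 genes were higher and 2365 lower in the LN (41.5% upregulated), and 923 were higher and 2912 lower in the spleen (24.1% upregulated). All 3 samples of one group lay above all 3 of the other for 52.1% of the genes tested in the LN and 55.8% in the spleen, where chance gives 10%. Of the upregulated DEGs, 667 were shared between LN and spleen, where 201 would be shared by chance, and of the downregulated DEGs, 801 were shared, where 221 would be. Across genes, which are not independent replicates, the log2 fold changes in the 2 tissues had a Pearson correlation of 0.38. Among DEGs with a mean of at least 10 CPM in the higher group, the largest rises in the LN were those of Iqgap3, Mpzl1, Saa3, Irg1 and Pif1. Iqgap3 (ENSMUSG00000028068, chromosome 3 from 87885973 to 87924970 of mm9) had no count in any Ctrl LN sample and was at least 187-fold higher in IMQ LN, at 15.9 ± 4.83 CPM (adjusted p = 1.6e-04, edgeR's quasi-likelihood test). Saa3 (ENSMUSG00000040026, chromosome 7 from 53967368 to 53971046) encodes serum amyloid A3 and rose to 16.2 ± 1.77 CPM in the LN, a log2 fold change of 7.38 (standard error 0.47, adjusted p = 7.6e-07). It also led the rises in the spleen, where no Ctrl Spl sample had a count and IMQ Spl was at least 306-fold higher, at 31.4 ± 0.705 CPM, followed by Ighg2c, Hsd17b2, Art3 and Slc5a5. Ighg2c, an immunoglobulin heavy chain gene, was at least 181-fold higher in IMQ Spl, together with a rise of plasma cell genes. The largest falls in the LN were those of Zbtb10, Cd28 and Gm15411 and of 2 identifiers that the mm9 annotation does not list. Cd28 (ENSMUSG00000026012, chromosome 1 from 60773644 to 60830203) encodes a T cell costimulatory receptor and fell from 45.3 ± 12.2 to 2.58 ± 0.400 CPM in the LN, a log2 fold change of -4.13 (standard error 0.23, adjusted p = 4.2e-08). The largest falls in the spleen were those of Cd209a, Apol7c, Ccl24, Ubd and Dysf. Cd209a was at least 125-fold and Ccl24 at least 99.1-fold lower in IMQ Spl, and the counts of Apol7c could be shared with a near-identical copy elsewhere in mm9. Marker genes of other cells also fell there, with a median log2 fold change of -1.68 for macrophages and -3.02 for B cells. The median for dendritic cell markers was -0.41. Whether the transcripts with the largest falls came from γδ T cells or from other cells was not tested.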

Compared to control mice, the γδ T cells from IMQ-treated mice had a total of 2091 upregulated genes and 3563 downregulated genes in the DLN, as well as 1469 and 3353, respectively, in the spleen (absolute fold change>2, *P.*adj<0.05) (**Figure 2B**). 

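Between the tissues, 470 genes were higher and 2257 were lower in Ctrl LN than in Ctrl Spl, with a fold change above 2 and an adjusted p under 0.05 in edgeR's quasi-likelihood test. In IMQ-treated mice, 2401 genes were higher and 2778 were lower in IMQ LN than in IMQ Spl. The total rose from 2727 to 5179 DEGs, and the median absolute log2 difference over all tested genes rose from 0.51 to 0.90. With library size alone, 952 genes were higher and 1973 lower in Ctrl LN (32.5% higher, against 17.2% with TMM), and 3255 were higher and 2230 lower in IMQ LN (59.3% higher, against 46.4% with TMM). Whether the response to IMQ differed between the tissues was tested directly as the difference of the 2 differences. It passed both thresholds for 2701 genes, of which 1946 responded more positively in the LN and 755 in the spleen. The number moved most with DESeq2's Wald test, to 3204. Part of the difference between the tissues lay in genes of other cell types. A list of macrophage marker genes had a median log2 fold change of -7.06 for Ctrl LN against Ctrl Spl, with all 14 genes tested lower in the LN, and of -3.70 for IMQ LN against IMQ Spl. A list of 16 genes expressed across T cells, written after a first look at the data, had a median log2 fold change of 1.05 for Ctrl LN against Ctrl Spl and of 2.56 for IMQ LN against IMQ Spl.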

The transcriptional differences between DLN and splenic γδ T cells were also significantly amplified upon IMQ stimulation, from 552 upregulated genes and 2673 downregulated genes (Ctrl LN vs. Ctrl Spl) to 2230 upregulated genes and 4849 downregulated genes (IMQ LN vs. IMQ Spl) (**Figure 2B**). Comparing the differentially expressed genes (DEGs) from different groups by Gene ontology (GO) analysis, we found that the upregulated DEGs in the DLN were enriched in lymphocyte proliferation, leukocyte migration, positive regulation of the cell cycle and cytokine production; however, the upregulated DEGs in the spleen were primarily enriched in small GTPase-mediated signal transduction, leukocyte migration, and cell chemotaxis (**Figure 2C**). 

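The GO annotation was not analysed here, and a list of 97 cell cycle genes was tested in its place with edgeR's camera, a competitive test of a list against all other genes. Of the 96 listed genes tested, 94 were higher and 92 had an adjusted p under 0.05 in the higher direction in IMQ LN compared with Ctrl LN. Their median log2 fold change was 2.93 (camera adjusted p = 5.1e-68 over the 13 list tests made). In the spleen, 73 of the 96 genes were higher in IMQ Spl than in Ctrl Spl, 49 of them with an adjusted p under 0.05, and 7 were lower with an adjusted p under 0.05. The median log2 fold change was 0.66 (camera adjusted p = 6.1e-04). Of all alternatives on the same scale, library size alone moved these medians most, to 2.67 in the LN and 0.36 in the spleen. The difference between the tissues had a median of 2.35 (camera adjusted p of the interaction 2.7e-54), and 95 of the 96 genes had the larger log2 fold change in the LN. For the 16 genes expressed across T cells, this difference had a median of 1.45. A smaller share of T cell RNA in IMQ Spl is therefore a candidate explanation for part of the 2.35. Mki67 (ENSMUSG00000031004, chromosome 7 from 142881471 to 142908062 of mm9) encodes the Ki-67 protein. Its expression was 26.3 ± 3.06 CPM in Ctrl LN and 309 ± 24.9 in IMQ LN, a log2 fold change of 3.56 (standard error 0.15, adjusted p = 5.4e-09). In the spleen it was 23.7 ± 3.73 CPM in Ctrl Spl and 48.2 ± 5.98 in IMQ Spl, a log2 fold change of 1.03 (standard error 0.14, adjusted p = 9.1e-05).

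**Figure D1:**
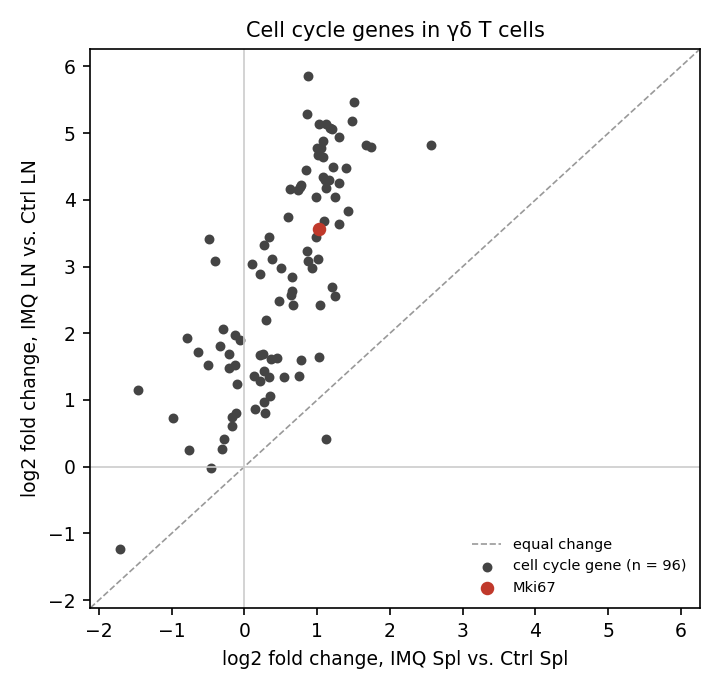
Log2 fold changes of the 96 cell cycle genes upon IMQ treatment in the spleen (horizontal axis) and the DLN (vertical axis), 1 point per gene, with Mki67 in red and a dashed line where both changes would be equal. All but 1 gene lie above the dashed line, and library size alone would lower the median change from 2.93 to 2.67 in the LN and from 0.66 to 0.36 in the spleen. For 16 genes expressed across T cells, not shown, the LN change also exceeded the spleen change, by a median of 1.45.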

Further comparison of DEGs between DLN and splenic γδ T cells from IMQ-treated mice also showed that the γδ T cells in DLN attained a higher level of proliferation, while the splenic γδ T cells got enhanced in the capabilities such as cell chemotaxis and adhesion (**Figure S2B**). 

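In IMQ-treated mice, the cell cycle genes had a median log2 fold change of 2.62 for IMQ LN against IMQ Spl (camera adjusted p = 1.0e-39), with 92 genes higher and 1 lower in the LN at an adjusted p under 0.05. Mki67 differed by 2.68 on the log2 scale (standard error 0.14, adjusted p = 1.2e-08, edgeR's quasi-likelihood test), while Ctrl LN and Ctrl Spl did not differ detectably (log2 fold change 0.15, standard error 0.14, adjusted p = 0.482). The 16 genes expressed across T cells differed about as much between IMQ LN and IMQ Spl, with a median of 2.56. A list of γδ T cell marker genes had a median of 2.99. These values cannot tell higher cell cycle expression per T cell in IMQ LN from a smaller share of T cell RNA in IMQ Spl. The lists fixed for testing held no chemotaxis or adhesion list, so this part of the comparison was not analysed here.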

Consistent with the RNA-seq results, our flow cytometry analysis showed that the DLN γδ T cells from IMQ-treated mice had the highest level of Ki-67 expression among different γδ T populations, supporting the augmented proliferation of these cells (**Figure 2D** and **Figure S2C**).

**Figure 2:**
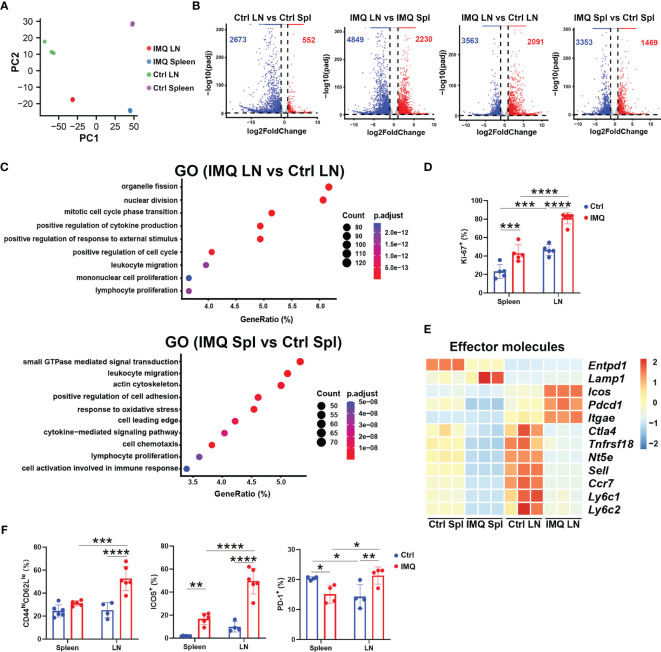
RNA-seq analysis of γδ T cells obtained from healthy and psoriatic mice. For sequencing, skin-draining LN (LN) and splenic (Spl) γδ T cells from healthy (Ctrl) and psoriatic (IMQ) mice were pooled separately. **(A)** PCA of γδ T cells from skin-draining LNs and spleens of healthy and psoriatic mice. Each sample represented γδ T cells obtained from 15 mice. **(B)** Volcano plot of γδ T cells from the groups described above. The numbers of upregulated and downregulated genes in each group are indicated as red and blue, respectively. **(C)** Pathways significantly enriched using highly expressed genes in the IMQ LN vs. Ctrl LN group and IMQ Spl vs. Ctrl Spl group by GO analysis. **(D)** Comparison of Ki-67^+^ cells in splenic and skin-draining LN γδ T cells was performed (N=5, *F*=5.446). **(E)** Heatmap of genes associated with effector functions. **(F)** Flow cytometry analysis of CD44^hi^CD62^lo^ (*F*=10.93), ICOS^+^ (*F*=17.09), and PD1^+^ (*F*=17.98) cells in γδ T cells from different tissues (N=4-6). The two-way ANOVA with Sidak’s multiple comparison was performed to compare the differences described above. *p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001.

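Icos, Pdcd1, Itgae and Ccr7 were tested in the fit of all 12 samples, and each passed an adjusted p under 0.05 over all genes tested for IMQ LN against Ctrl LN. Icos (ENSMUSG00000026009, chromosome 1 from 61034771 to 61057164 of mm9) encodes an inducible costimulator. Its expression was 86.9 ± 0.952 CPM in IMQ LN against 22.7 ± 2.82 in Ctrl LN, 12.3 ± 2.88 in Ctrl Spl and 7.90 ± 1.59 in IMQ Spl, and its log2 fold change for IMQ LN against Ctrl LN was 1.94 (standard error 0.19, adjusted p = 4.5e-06), from edgeR's quasi-likelihood test. Pdcd1 (ENSMUSG00000026285, chromosome 1 from 95934884 to 95949130), which encodes PD1, was at 204 ± 12.3 CPM in IMQ LN and 89.1 ± 15.3 in Ctrl LN, a log2 fold change of 1.20 (standard error 0.13, adjusted p = 1.3e-05). In the spleen it changed the other way, from 91.2 ± 7.08 CPM in Ctrl Spl to 17.6 ± 1.86 in IMQ Spl. Itgae (ENSMUSG00000005947, chromosome 11 from 72904085 to 72960948), which encodes integrin αE (CD103), was at 581 ± 29.9 CPM in IMQ LN, 292 ± 32.1 in Ctrl LN, 47.7 ± 2.71 in Ctrl Spl and 37.5 ± 3.88 in IMQ Spl, with a log2 fold change for IMQ LN against Ctrl LN of 0.99 (standard error 0.10, adjusted p = 6.9e-06). For these 3 genes, every IMQ LN sample lay above every sample of the other 3 groups. Ccr7 (ENSMUSG00000037944, chromosome 11 from 99005510 to 99016391) fell from 1028 ± 101.2 CPM in Ctrl LN to 209.4 ± 12.3 in IMQ LN, a log2 fold change of -2.29 (standard error 0.09, adjusted p = 4.1e-09). Its lowest level was in IMQ Spl, at 39.0 ± 3.13 CPM. Of the alternatives set before the data were examined, library size alone moved the log2 fold change of Icos for IMQ LN against Ctrl LN most, to 1.67. Scaled to the counts of 16 genes expressed across T cells, a setting chosen after seeing the data, IMQ LN was still higher than IMQ Spl in Icos, by 0.84 (adjusted p = 0.0037), in Pdcd1, by 0.91 (adjusted p = 2.6e-04), and in Itgae, by 1.33 (adjusted p = 2.1e-06). With this scaling, Pdcd1 no longer fell detectably in IMQ Spl against Ctrl Spl (log2 fold change -0.075, adjusted p = 0.702). Scaled to the counts of 13 γδ T cell marker genes, also chosen after seeing the data, IMQ LN no longer differed from IMQ Spl in Icos (0.21, adjusted p = 0.348) or Pdcd1 (0.28, adjusted p = 0.087), and Itgae was higher by 0.70 (adjusted p = 4.7e-05). Under this scaling, Itgae was no longer higher in IMQ LN than in every other group.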

As shown in **Figure 2E**, γδ T cells from IMQ DLNs demonstrated a higher level of activation/effector gene expression, including *Icos, Pdcd1, and Itgae*, and lower levels of *Sell* and *Ccr7* expression. Hence, we examined the cells by flow cytometry and found that the DLN γδ T cells from IMQ-treated mice included more activated T cells (CD44^hi^CD62L^lo^) with higher expression of ICOS and PD1 than other γδ T populations (**Figure 2F** and **Figure S2C**). Together, these results indicated that the inflammatory γδ T cells in the DLN of psoriatic mice are an activated population with highly proliferative features.

### Skin-Draining LN γδ T Cells From Psoriatic Mice Included More Cells With IL-17-Producing Features

To address the inflammatory function of γδ T cells in the psoriasis model, we first investigated the cytokine and cytokine receptor signatures of γδ T cells from control and IMQ-treated mice. As shown in **Figure 3A**, the expression of cytokines from the IL-17 superfamily (*Il17a, Il17f, Il22*), cytokine receptors (*Il23r, Il2ra, Il1r1*) and *Gzmb* was exclusively higher in DLN γδ T cells from the IMQ-treated mice than in other γδ T populations (**Figure 3A**). 

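All 7 genes named here were higher in IMQ LN than in each of the other 3 groups at an adjusted p under 0.05 in edgeR's quasi-likelihood test, whether adjusted over all genes tested or over the 7 alone, and every IMQ LN sample lay above all 9 other samples. Il17a (ENSMUSG00000025929, chromosome 1 from 20720986 to 20724577 of mm9) was at 228 ± 4.33 CPM in IMQ LN, 27.7 ± 16.7 in Ctrl LN, 24.8 ± 0.902 in IMQ Spl and 8.89 ± 1.41 in Ctrl Spl. Its log2 fold change upon IMQ was 3.04 (standard error 0.35, adjusted p = 2.2e-05) in the LN and 1.48 (standard error 0.35, adjusted p = 0.0049) in the spleen. Il17f (ENSMUSG00000041872, chromosome 1 from 20767232 to 20774351) was at 131 ± 10.8 CPM in IMQ LN and 33.8 ± 2.03 in Ctrl LN, a log2 fold change of 1.96 (standard error 0.13, adjusted p = 2.7e-07), and under 10 CPM in both spleen groups. Il22 (ENSMUSG00000074695, chromosome 10 from 117641998 to 117647098) was much lower, at 9.64 ± 1.19 CPM in IMQ LN and 2.85 ± 0.470 in Ctrl LN, a log2 fold change of 1.76 (standard error 0.61, adjusted p = 0.037). Its call in the LN was the least stable of the 7, with an adjusted p of 0.053 when no filter on low counts was used, and its counts could be shared with a copy of 97.3% identity elsewhere in mm9. Among the receptors, Il23r was at 369.6 ± 3.56 CPM in IMQ LN and 149.9 ± 23.0 in Ctrl LN, Il2ra at 245 ± 14.6 and 107 ± 29.9, and Il1r1 at 255 ± 24.9 and 81.6 ± 10.4. Their log2 fold changes upon IMQ in the LN were 1.30, 1.20 and 1.64, with adjusted p of 2.7e-05, 1.3e-04 and 1.1e-06. In the spleen, Il2ra decreased by 0.57 on the log2 scale (adjusted p = 0.022) and Il23r rose by 0.63 (adjusted p = 0.007). Gzmb (ENSMUSG00000015437, chromosome 14 from 56877693 to 56881097) encodes granzyme B. It rose from 23.5 ± 1.83 to 163.3 ± 5.19 CPM in the LN, a log2 fold change of 2.80 (standard error 0.11, adjusted p = 4.1e-09), and decreased by 1.30 on the log2 scale in the spleen (adjusted p = 1.5e-06). The number of the 7 genes called moved to 5 when the samples were scaled to the counts of 16 genes expressed across T cells, and to 1, Il17f, when they were scaled to the γδ T cell marker genes, both chosen after seeing the data. With the T cell genes, Il17a differed between IMQ LN and IMQ Spl by 0.58 on the log2 scale (adjusted p = 0.166) and Il22 by 1.57 (adjusted p = 0.057). This scaling also reversed the spleen decreases of Gzmb and Il2ra. They were then higher in IMQ Spl than in Ctrl Spl, by 1.00 (adjusted p = 5.4e-06) and 1.72 (adjusted p = 8.6e-07). Whether these genes fell in splenic γδ T cells is therefore not settled.

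**Figure D2:**
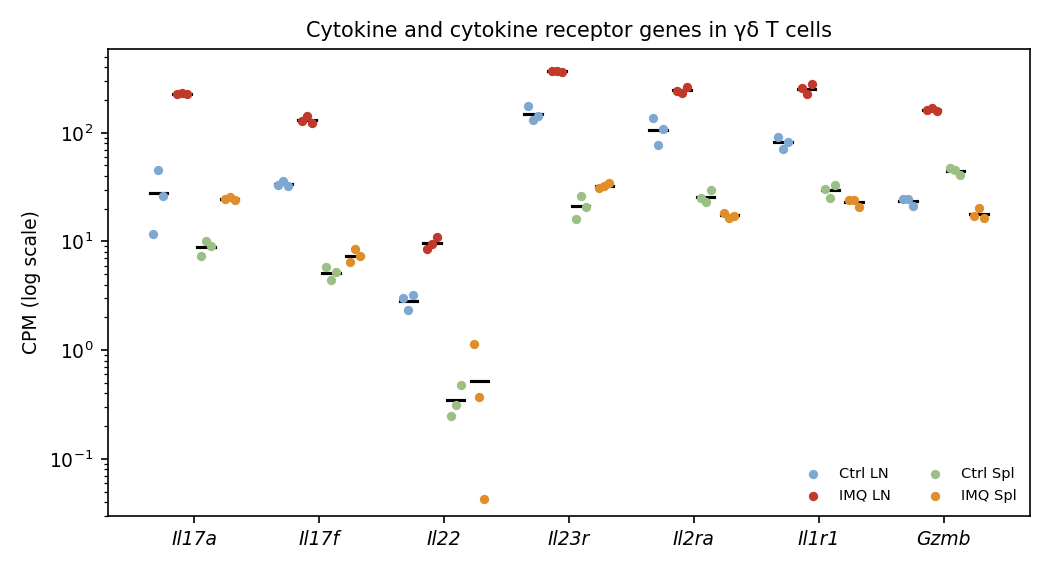
Expression of the 7 genes in CPM on a log scale, with 1 point per sample and a bar at the mean of the 3 samples of each group. The 3 IMQ LN samples (red) lie above the 9 other samples for each gene; for Il17a they average 228 CPM and the Ctrl LN samples 27.7.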

Flow cytometry analysis also confirmed that they included more cells with positive expression of IL-23R and CD25 [molecules associated with IL-17 production (33)], but fewer cells expressing CD27 and NK1.1 (**Figure 3B** add **Figure S3A**). Indeed, upon PMA and ionomycin stimulation, the DLN γδ T cells from psoriatic mice had a significantly elevated percentage of IL-17A^+^ cells and decreased IFN-γ production (**Figure 3C** and **Figure S3B**).

**Figure 3:**
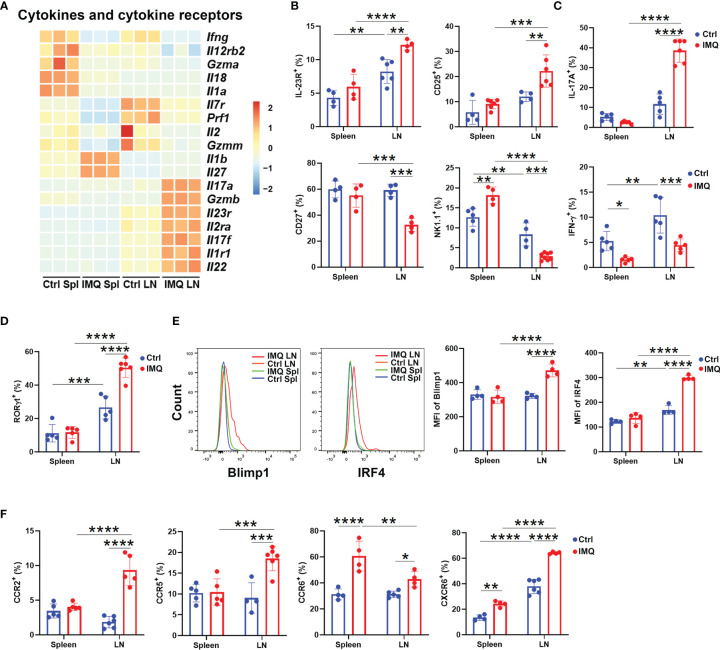
Characterization of γδ T cells in psoriatic mice. **(A)** Heatmap of cytokines and cytokine receptors of γδ T cells from different tissues. The skin-draining LN and splenic γδ T cells from healthy control and IMQ-treated mice were abbreviated as Ctrl LN, Ctrl Spl, IMQ LN, and IMQ Spl, respectively. Each sample represented γδ T cells obtained from 15 mice. **(B)** Comparison of the ratio of IL-23R^+^ (*F*=2.621), CD25^+^ (*F*=3.031), CD27^+^ (*F*=11.28) and NK1.1^+^ (*F*=39.56) populations in γδ T cells between the groups described above (N=4-6). **(C)** The expression of IL-17A (*F*=67.6) and IFN-γ (*F*=1.412) in γδ T cells was measured by flow cytometry (N=5). **(D)** The comparison of RORγt^+^ γδ T populations was performed (N=5, *F*=23.46). **(E)** Flow cytometry analysis of Blimp1 and IRF4 expression in γδ T cells obtained from the different groups described above (N=4, *F*=26.59, 55.75). **(F)** The percentages of CCR2^+^ (*F*=37.42), CCR5^+^ (*F*=11.64), CCR6^+^ (*F*=7.521), and CXCR6^+^ (*F*=19.89) populations in γδ T cells are shown (N=4-6). At least three independent experiments were performed with 4-6 mice in each group and a two-way ANOVA with Sidak’s multiple comparison was performed to compare the differences described above. *p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001.

We also compared the expression of transcription factors within γδ T cells of healthy and psoriatic mice. Consistent with the augmented capability of IL-17 production, RNA-seq and flow cytometry analysis both confirmed that more RORγt^+^ cells were found in γδ T cells from IMQ-treated DLNs than in γδ T cells from other groups (**Figures S4A, B** and **Figure 3D**). In addition, these pathogenic γδ T cells from the DLN of IMQ-treated mice showed higher level expression of *Prdm1, Maf, Irf4, Runx3, Stat5, and Batf*, and flow cytometry analysis further confirmed the exclusive upregulation of Blimp1 and IRF4 (**Figure S4A** and **Figure 3E**). These transcriptional data again demonstrated that the γδ T cells in DLN were imprinted by the destiny of γδ17 T cells after IMQ treatment.

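Of Prdm1, Maf, Irf4, Runx3, Stat5a, Stat5b and Batf, Maf and Irf4 were higher in IMQ LN than in each other group at an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes tested. Maf (ENSMUSG00000055435, chromosome 8 from 118206842 to 118231694 of mm9) was at 226 ± 5.24 CPM in IMQ LN against 81.5 ± 13.3 in Ctrl LN, 111 ± 25.6 in Ctrl Spl and 44.2 ± 1.23 in IMQ Spl. Irf4 (ENSMUSG00000021356, chromosome 13 from 30841095 to 30858796) was at 127 ± 10.6 CPM in IMQ LN and at 16.1 ± 3.82, 14.9 ± 6.07 and 25.6 ± 1.83 in Ctrl LN, Ctrl Spl and IMQ Spl. Upon IMQ in the LN, Maf rose by 1.47 (adjusted p = 9.0e-06) and Irf4 by 2.98 (adjusted p = 3.2e-06) on the log2 scale. Prdm1 (ENSMUSG00000038151, chromosome 10 from 44156983 to 44248307), which encodes Blimp1, rose from 14.8 ± 3.30 to 55.2 ± 6.08 CPM in the LN, a log2 fold change of 1.90 (standard error 0.18, adjusted p = 3.7e-06), but did not differ detectably from Ctrl Spl, which was at 48.9 ± 5.18 CPM (log2 fold change 0.17, standard error 0.17, adjusted p = 0.425). Runx3 was at 210.3 ± 7.25 CPM in IMQ LN and 229.9 ± 22.4 in Ctrl LN, a log2 fold change of -0.13 (standard error 0.09, adjusted p = 0.303), and higher in IMQ LN than in both spleen groups. Stat5a, with a log2 fold change of -0.22 upon IMQ in the LN (adjusted p = 0.278), Stat5b, with -0.036 (adjusted p = 0.758), and Batf, with -0.31 (adjusted p = 0.26), did not change beyond the replicate error. Stat5b was highest in IMQ Spl, at 165 ± 8.65 CPM against 73.4 ± 3.44 in Ctrl Spl. With library size alone, the falls of Runx3, Stat5a, Stat5b and Batf in the LN had adjusted p of 0.0075, 0.025, 0.012 and 0.045. Scaled to the T cell genes, IMQ LN and IMQ Spl no longer differed in Maf (-0.26, adjusted p = 0.082) or Irf4 (-0.30, adjusted p = 0.298). Scaled to the γδ T cell marker genes, both were lower in IMQ LN than in IMQ Spl (-0.90, adjusted p = 8.6e-05, and -0.94, adjusted p = 0.004).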

Following dermatitis, both γδ T cells in the DLN and spleen upregulated the genes associated with migration (**Figure 2C**). Therefore, we also determined the expression of chemokine receptors. Notably, the transcription of *Ccr1*, *Ccr2*, *Ccr4*, *Ccr5*, *Ccr6*, and *Cxcr6* was higher in DLN γδ T cells from IMQ-treated mice than in other γδ T populations (**Figure S4A**). 

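Ccr1, Ccr2, Ccr4, Ccr6 and Cxcr6 were each higher in IMQ LN than in each of the other 3 groups at an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test, and for each of them every IMQ LN sample lay above all 9 others. Ccr2 (ENSMUSG00000049103, chromosome 9 from 124016689 to 124028296 of mm9) had the highest expression of these genes, at 1580.3 ± 57.9 CPM in IMQ LN, 484 ± 24.1 in Ctrl LN, 154 ± 11.7 in Ctrl Spl and 170.2 ± 2.43 in IMQ Spl. Of these genes, the largest log2 fold changes upon IMQ in the LN were those of Ccr1 (3.79, standard error 0.54, adjusted p = 1.2e-04) and Ccr4 (3.01, standard error 0.27, adjusted p = 2.2e-06), which were at 30.7 ± 3.93 and 59.1 ± 1.02 CPM in IMQ LN and under 10 CPM in the other groups. Cxcr6 rose from 277 ± 27.4 to 643 ± 63.1 CPM, a log2 fold change of 1.22 (standard error 0.10, adjusted p = 8.4e-07). Ccr6 (ENSMUSG00000040899, chromosome 17 from 8429077 to 8449992) had the smallest change of these, from 151 ± 37.4 to 249 ± 12.6 CPM, a log2 fold change of 0.72 (standard error 0.15, adjusted p = 0.0025). In the spleen, Ccr6 rose from 17.1 ± 1.85 to 26.8 ± 2.09 CPM, a log2 fold change of 0.65 (standard error 0.16, adjusted p = 0.0068), while Cxcr6 decreased by 0.33 (adjusted p = 0.016). Ccr1, Ccr2 and Ccr4 did not change beyond the replicate error in the spleen, with adjusted p of 0.277, 0.143 and 0.226. Scaled to the T cell genes, each of these genes was still higher in IMQ LN than in IMQ Spl, by 0.60 on the log2 scale for Ccr6 (adjusted p = 0.014). Scaled to the γδ T cell marker genes, Ccr4 (0.69, adjusted p = 0.037) and Cxcr6 (0.39, adjusted p = 0.0065) were, and Ccr1, Ccr2 and Ccr6 no longer differed between IMQ LN and IMQ Spl, with adjusted p of 0.055, 0.709 and 0.864. Under this scaling, Ccr4 was still higher in IMQ LN than in every other group, and Cxcr6 was not. The decrease of Cxcr6 in the spleen was not past the threshold in 3 of the 12 fits that each left out 1 sample. Scaling to the T cell genes turned it into a rise of 1.96 (adjusted p = 2.4e-09). With that scaling, Ccr1, Ccr2 and Ccr4 also rose past the threshold in the spleen.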

The increased ratios of CCR2^+^, CCR5^+^, CCR6^+^, and CXCR6^+^ cells were confirmed by flow cytometry (**Figure 3F** and **Figure S4B**). Interestingly, compared to control splenic γδ T cells, the splenic γδ T cells from IMQ-treated mice also showed increased percentages of CCR6^+^ and CXCR6^+^ cells, and their CCR6 expression was the highest between each population (**Figure 3F** and **Figure S4B**). CCR2 and CCR6 were reported to direct pathogenic γδ17 T cells to migrate into the dermis and cause inflammatory injury (18, 34). Hence, these results suggested that IMQ stimulation augmented the chemotaxis of γδ T cells from peripheral tissues to inflamed sites.

### Skin-Draining LN γδ T Cells From Psoriatic Mice Had a Higher Level of Glycolysis

We next characterized the metabolic pattern of γδ T cells from IMQ-treated mice by gene set enrichment analysis (GSEA). 

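In place of the GSEA gene sets, which were not analysed here, lists of metabolic genes were tested with edgeR's camera for IMQ LN against Ctrl LN. The list of 21 glycolysis genes had a median log2 fold change of 0.97 (camera adjusted p = 4.3e-12), with 20 genes higher, 15 of them at an adjusted p under 0.05, and 1 lower at that threshold. The 12 genes of the pentose phosphate pathway and glucose 6-phosphate metabolism had a median of 1.02 (camera adjusted p = 1.6e-04), and all 12 were higher. The 24 tested genes of glutamine family amino acid metabolism also had a median of 1.02 (camera adjusted p = 9.3e-04), with 18 higher. The 36 genes of fatty acid synthesis and oxidation had a median of 0.59 (camera adjusted p = 0.0012), with 29 higher, and the 19 genes of cholesterol synthesis had a median of 0.65 (camera adjusted p = 0.0052), with 18 higher. Library size alone lowered each median most, to 0.71, 0.76, 0.76, 0.32 and 0.39 in this order, and each list kept its direction and an adjusted p under 0.05. With fgsea, which ranks all genes as GSEA does, the normalized enrichment score of the glycolysis list was 2.08. No list of mTOR1 signaling genes was tested.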

After the psoriatic model was built, enrichments of genes associated with mTOR1 signaling and the metabolic processes of carbohydrates, fatty acids, glutamine family amino acids, glucose 6-phosphate, and glycolysis were observed in skin DLN γδ T cells (**Figure 4A** and **Figure S5A**). 

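In the spleen, the same lists were tested for IMQ Spl against Ctrl Spl. The pentose phosphate and glucose 6-phosphate genes had a median log2 fold change of 1.02 (camera adjusted p = 2.5e-06), with 11 of 12 higher. The glycolysis genes had a median of 0.83 (camera adjusted p = 2.7e-08), with 18 of 21 higher. The cholesterol synthesis genes had a median of -0.079 (camera adjusted p = 0.597), with 9 of 19 higher, and at an adjusted p under 0.05 for single genes 1 was higher and 5 were lower. The fatty acid genes had a median of 0.34 (camera adjusted p = 0.0026), with 27 of 36 higher. The glutamine family genes did not stand apart from other genes, with a median of 0.070 (camera adjusted p = 0.541) and 12 of 24 higher; this small median changed sign under several alternatives, to -0.23 with library size alone. That setting also lowered the medians of the glycolysis and fatty acid genes most, to 0.53 and 0.041. Tested directly, the response to IMQ differed between LN and spleen for the cholesterol synthesis genes (median difference 0.86, camera adjusted p of the interaction 0.0021) and the glutamine family genes (1.03, 0.0096) but not detectably for the glycolysis genes (0.40, 0.177) or the fatty acid genes (0.26, 0.854).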

In spleen, the enriched pathways associated with metabolism were the metabolic processes for carbohydrates, glucose 6-phosphate, and cholesterol (**Figure S5A**). To meet the large energy demands for activation or differentiation, T cells usually switch their metabolic pattern to glycolysis (35, 36). Previous works have reported that the mTOR1-regulated glycolysis is required for the development and function of γδ17 T cells (35). The enrichments of pathways associated with mTOR1 signaling and glycolytic process in psoriatic DLN γδ T cells were consistent with these reports and implied the enhanced capability of glycolysis (**Figure 4A**). Hence, we determined the glycolytic signatures of γδ T cells in psoriatic mice. Upon IMQ stimulation, genes upregulated in γδ T cells tied to glycolysis included *Slc2a1*, *Hk2*, *Pfkm*, *Aldoc*, *Pgk1*, *Ldha*, *Tpi1*, *Eno1*, *Pkm*, *and Pfkl* (**Figure 4B**). 

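Of the 10 glycolytic genes named here, 7 were higher in IMQ LN than in Ctrl LN and 8 were higher in IMQ Spl than in Ctrl Spl at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the counts were the same when adjusted over the 10 alone. Slc2a1 (ENSMUSG00000028645, chromosome 4 from 118781316 to 118809935 of mm9), which encodes the glucose transporter GLUT1, had a log2 fold change of 0.18 (standard error 0.15, adjusted p = 0.358) in the LN and 0.46 (standard error 0.15, adjusted p = 0.031) in the spleen. Hk2 was higher in both tissues, with log2 fold changes of 1.43 (adjusted p = 0.0024) and 1.03 (adjusted p = 0.016), at 15.2 ± 1.46 CPM in IMQ LN and 33.2 ± 3.63 in IMQ Spl. Tpi1 had the largest change of the genes called in the LN, 2.51 (standard error 0.20, adjusted p = 8.4e-07), and changed by 1.40 (standard error 0.19, adjusted p = 9.4e-05) in the spleen. Pkm (ENSMUSG00000032294, chromosome 9 from 59504383 to 59527182) rose alike in both, from 718 ± 24.5 to 1950.4 ± 11.9 CPM in the LN and from 659.6 ± 43.8 to 1771 ± 13.4 CPM in the spleen, log2 fold changes of 1.44 and 1.43. Eno1 rose by 0.84 and 0.83 and Pfkl by 0.69 and 0.65 on the log2 scale in LN and spleen. Pfkm and Aldoc did not pass the threshold in either tissue. Pfkm was at 4.46 ± 0.465 CPM in IMQ LN and 3.11 ± 1.09 in Ctrl LN (adjusted p = 0.253), and Aldoc was at 2.45 ± 0.380 and 0.616 ± 0.615 CPM (adjusted p = 0.111), and neither change exceeded the replicate error. Scaling to the T cell genes gave 10 in each tissue and scaling to the γδ T cell marker genes gave 4 in the LN and 8 in the spleen, both chosen after seeing the data, and with library size alone 7 were called in the LN and 6 in the spleen. Slc2a1 in the LN had a log2 fold change of -0.083 with library size alone. The counts of Tpi1, Eno1 and Pgk1 could be shared with near-identical copies elsewhere in mm9, of up to 97.7%, 99.6% and 99.7% identity, since the handling of reads with several matches is not stated in the paper's text. From the enrichment of mTOR1 signaling and glycolytic gene sets in psoriatic DLN γδ T cells, the paper proposes that these cells had an enhanced capability of glycolysis, and it takes these genes as their glycolytic signature.

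**Figure D3:**
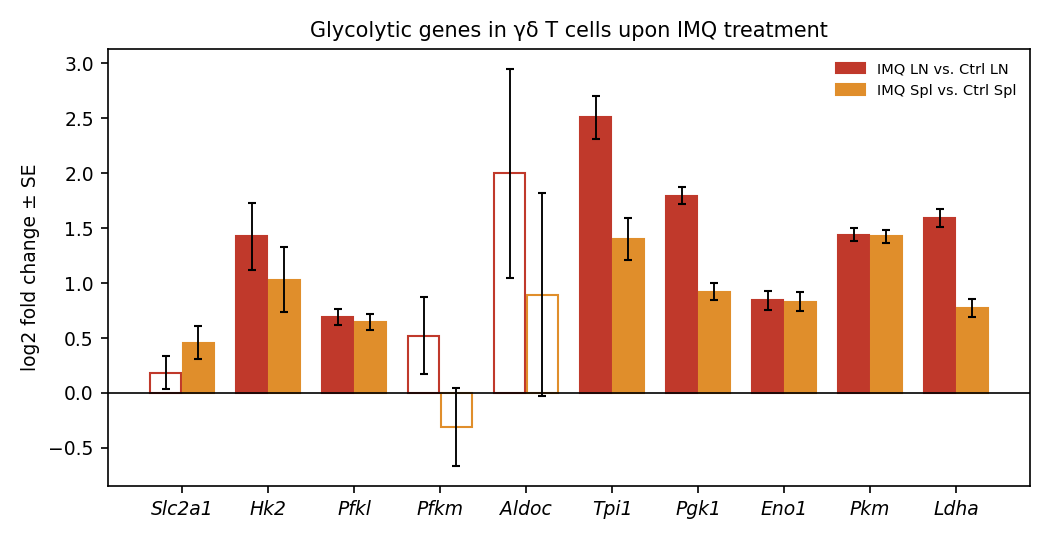
Log2 fold changes of the 10 glycolytic genes upon IMQ treatment in the DLN (red) and the spleen (orange), with error bars of 1 standard error over 3 samples per group; filled bars have an adjusted p under 0.05 and open bars do not. With library size alone, the median over all tested genes decreased by 0.23 in the LN and decreased by 0.30 in the spleen, and the bar of Slc2a1 in the LN would be at -0.083.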

Among these highly expressed genes, DLN γδ T cells from psoriatic mice exhibited the most distinctive differences in the expression of *Pgk1* and *Ldha* relative to other γδ T populations (**Figures 4B, C**). 

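Pgk1 (ENSMUSG00000062070, chromosome X from 103382439 to 103399038 of mm9) encodes phosphoglycerate kinase and was at 546 ± 17.6 CPM in IMQ LN, 240.3 ± 3.14 in IMQ Spl, 157 ± 1.46 in Ctrl LN and 127 ± 12.1 in Ctrl Spl. Ldha (ENSMUSG00000063229, chromosome 7 from 54096845 to 54110997) encodes lactate dehydrogenase A and was at 1782 ± 32.0 CPM in IMQ LN, 857 ± 15.8 in IMQ Spl, 590.1 ± 70.6 in Ctrl LN and 501 ± 26.0 in Ctrl Spl. The log2 fold change of Pgk1 for IMQ LN was 1.80 (standard error 0.08, adjusted p = 6.0e-09) against Ctrl LN, 1.18 (standard error 0.08, adjusted p = 6.0e-08) against IMQ Spl and 2.10 (standard error 0.08, adjusted p = 8.1e-10) against Ctrl Spl, and that of Ldha was 1.59 (standard error 0.08, adjusted p = 2.8e-08), 1.06 (standard error 0.08, adjusted p = 4.1e-07) and 1.83 (standard error 0.08, adjusted p = 5.4e-09), from edgeR's quasi-likelihood test. In the spleen, Pgk1 rose by 0.92 and Ldha by 0.77 on the log2 scale upon IMQ. Among the 10 genes, Tpi1, Eno1 and Pkm also had every IMQ LN sample above the 9 others but differed from IMQ Spl by 0.20, 0.14 and 0.14 on the log2 scale (adjusted p = 0.416, 0.191 and 0.077). Aldoa, which is not among the 10 but has primers in Table S1, was highest in IMQ Spl, at 413 ± 27.0 CPM against 280.0 ± 18.2 in IMQ LN. Pgk1 rose by 1.53 in the LN and 0.62 in the spleen with library size alone, and Ldha by 1.33 and 0.48. Scaled to the T cell genes, a setting chosen after seeing the data that lowered the difference of the responses in every named gene that had one, the difference of the rises was -0.69 for Pgk1 and -0.76 for Ldha.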

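The RNA-seq counts give the RNA of HIF-1α, not its phosphorylated protein. Hif1a (ENSMUSG00000021109, chromosome 12 from 75002362 to 75048517 of mm9) was at 357 ± 25.8 CPM in IMQ LN, 191 ± 26.6 in Ctrl LN, 212 ± 10.4 in Ctrl Spl and 209.9 ± 9.84 in IMQ Spl. Every IMQ LN sample lay above the 9 others. The log2 fold change of IMQ LN was 0.91 (standard error 0.10, adjusted p = 1.7e-05) against Ctrl LN, 0.77 (standard error 0.10, adjusted p = 4.5e-05) against IMQ Spl and 0.75 (standard error 0.10, adjusted p = 6.5e-05) against Ctrl Spl, from edgeR's quasi-likelihood test. In the spleen, Hif1a did not change beyond the replicate error (-0.017, standard error 0.10, adjusted p = 0.915), and with library size alone it decreased by 0.32 on the log2 scale (adjusted p = 0.024). The response in the LN minus that in the spleen was 0.92, and -0.64 (adjusted p = 0.0034) when scaled to the T cell genes after seeing the data.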

As expected, the DLN γδ T cells from psoriatic mice also expressed the highest level of p-HIF-1α, the key regulator of glycolysis (23), and our flow cytometry analysis confirmed this finding (**Figure S4A** and **Figure 4D**). Collectively, these data indicated that the skin-draining LN γδ T cells from psoriatic mice had a higher level of glycolysis.

**Figure 4:**
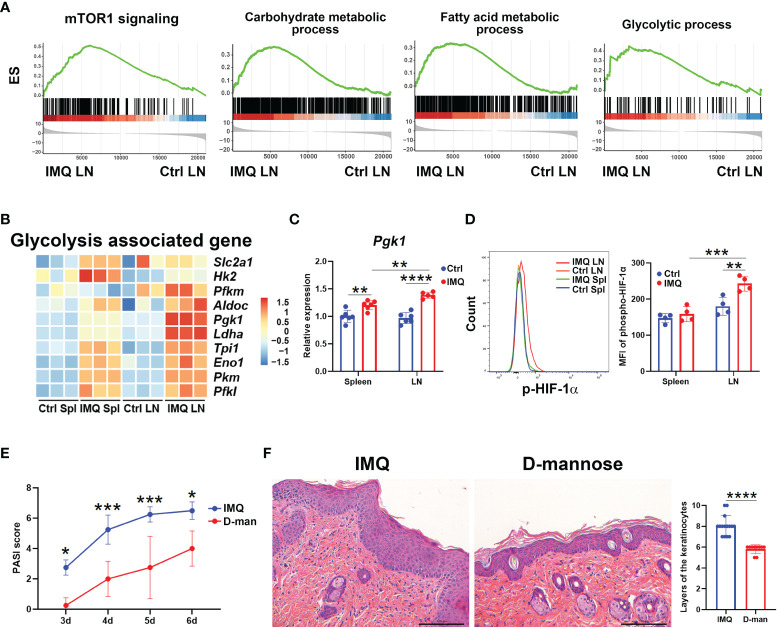
D-mannose successfully attenuated psoriatic inflammation induced by IMQ. The skin-draining LN and splenic γδ T cells from control (Ctrl) and IMQ-treated mice were abbreviated as Ctrl LN, Ctrl Spl, IMQ LN, and IMQ Spl, respectively. **(A)** Pathways significantly enriched in pathogenic DLN γδ T cells by GSEA. **(B)** Heatmap of glycolysis-associated genes in γδ T cells obtained from the groups described above. **(C)** Quantitative PCR analysis of *Pgk1* expression in γδ T cells (N=5-6, *F*=7.708). **(D)** Flow cytometry analysis of phospho-HIF-1α in γδ T cells was performed. A multiple comparison of the staining intensity of p-HIF-1α in γδ T cells is shown on the right (N=4, *F*=6.425). **(E, F)** Mice were treated with or without 20% D-mannose (D-man) given in drinking water for one week. Then, the IMQ-induced psoriatic model was established. During IMQ treatment, D-mannose was still administered orally. **(E)** Comparison of the PASI scores of psoriatic mice treated with or without D-mannose on day 3, 4, 5, and 6 after IMQ exposure (N=5, *F*=0.4766). **(F)** Representative H&E staining of skin sections obtained from psoriatic mice treated with or without D-mannose. The scale bar represents 100 μm, and the statistical analysis of the layers of keratinocytes is shown on the right (N≥10, *t*=6.985). The unpaired *t* test and two-way ANOVA with Sidak’s multiple comparison were performed to compare the differences described above. At least three independent experiments were performed with 4-6 mice in each group. *p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001.

### D-Mannose Treatment Successfully Alleviated IMQ-Induced Murine Psoriasis

D-mannose, as a C-2 epimer of glucose, has been reported to impair glycolysis and suppress the activation of HIF-1α (31); therefore, we hypothesized that it may also have a beneficial effect in the model of psoriasis. As expected, D-mannose alleviated the scaly erythematous epidermis and resulted in smaller spleens in psoriatic mice, while it didn’t affect the weight (**Figures S5B-D**). Compared to mice exposed only to IMQ, the PASI score was decreased in mannose-treated mice starting on the third day after IMQ treatment (**Figure 4E**). Histological analysis also showed that the mice given D-mannose orally had decreased inflammatory cell infiltration and hyperkeratosis (**Figure 4F**). The layers of keratinocytes in skin were decreased significantly because of D-mannose treatment (**Figure 4F**). Together, these data demonstrated that oral administration of D-mannose successfully alleviated the skin inflammation caused by IMQ exposure.

### D-Mannose Suppressed the Proliferation and IL-17 Production of γδ T Cells in Psoriatic Mice

To determine whether the beneficial effect of D-mannose on psoriasis was achieved by the regulation of γδ T cells, we performed flow cytometry analysis. As shown in **Figure 5A**, mannose treatment selectively downregulated the frequency of γδ T cells in DLN from psoriatic mice. Compared to mice treated without D-mannose, mice given mannose also had a lower level of ICOS expression exclusively in DLN γδ T cells (**Figure 5B** and **Figure S6A**). Considering the decreased frequency and ICOS expression of DLN γδ T cells upon D-mannose treatment, we determined their capabilities of proliferation and cytokine production. Both spleens and DLNs from mice given mannose had reduced percentages of Ki-67^+^ and IL17A^+^ γδ T cells compared to mice treated with IMQ alone; however, the expression of IFN-γ in γδ T cells was not altered (**Figures 5C, D** and **Figure S6A**). Nevertheless, the γδ T cells from DLN contained more activated cells with positive expression of ICOS, Ki-67, and IL-17A than splenic γδ T cells after feeding with D-mannose (**Figures 5B–D** and **Figure S6A**). To examine the potential underlying machinery, we compared the transcription factors of these γδ T cells. As shown in **Figure 5E**, oral administration of D-mannose resulted in decreased expression of p-HIF-1α in the spleen and DLN compared to mice that received IMQ alone, which may imply the lowered glycolytic capabilities of γδ T cells (**Figure 5E**). However, a reduced frequency of RORγt^+^ cells was only found in the spleen of psoriatic mice treated with D-mannose (**Figure 5F** and **Figure S6A**). Together, these results suggested that D-mannose could attenuate psoriatic inflammation by suppressing the proliferation and IL-17 production of γδ T cells.

**Figure 5:**
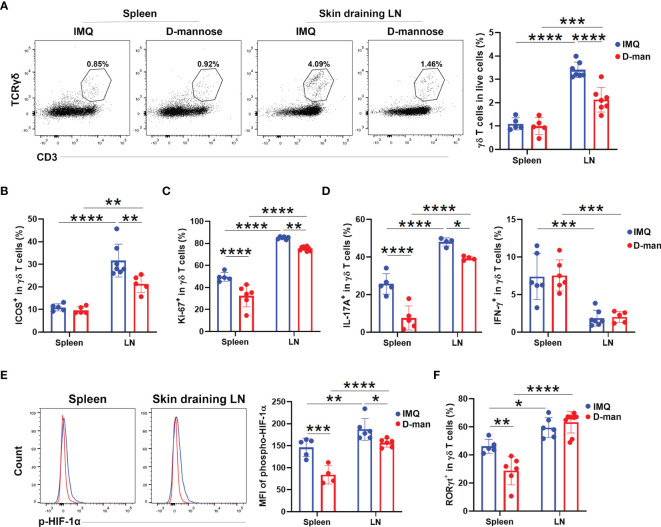
D-mannose suppressed γδ T cells *in vivo*. Mice were treated with or without 20% D-mannose (D-man) given in drinking water for one week. Then, the IMQ-induced model was built. During IMQ treatment, D-mannose was still administered orally. **(A)** Flow cytometry analysis of the percentage of γδ T cells in live cells (N=5-7). The statistical analysis is shown on the right (*F*=13.00). **(B)** Comparison of the ratio of ICOS^+^ populations in skin-draining LNs and splenic γδ T cells obtained from psoriatic mice treated with or without D-mannose (N=5-7, *F*=5.111). **(C)** Flow cytometry was used to analyze Ki-67 expression in skin-draining LNs and splenic γδ T cells obtained from the mice described above (N=5-7, *F*=3.586). **(D)** The percentages of IL-17A^+^ and IFN-γ^+^ cells in γδ T cells from skin-draining LNs and spleens were measured by flow cytometry (N=4-7, *F*=4.687). **(E)** The expression of phospho-HIF-1α in γδ T cells from different groups was determined by flow cytometry (N=4-6, *F*=3.322). **(F)** Comparison of the percentage of RORγt^+^ cells in γδ T cells obtained from the mice described above (N=5-9, *F*=11.59). The experiments were repeated at least three times and the two-way ANOVA with Sidak’s multiple comparison was used to made statistical analysis described above. *p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001.

### D-Mannose Suppressed γδ T Cells by Inhibiting Glycolysis and AKT/mTOR Signaling

Previous findings by Dunfang et al. demonstrated that D-mannose could induce Treg cells and suppress autoimmune diabetes and airway inflammation (29). To verify whether the suppression of γδ T cells by D-mannose was achieved by the induction of Tregs, we examined the ratio of Treg cells in the spleen and DLN of psoriatic mice treated with or without D-mannose. Flow cytometry analysis showed that D-mannose treatment significantly increased the percentage of Treg cells in spleen; however, the ratio of Tregs in DLN was not altered (**Figure S6B**). This partially excluded the effect of Treg induction on the suppression of DLN γδ T cells by D-mannose.

We next investigated the direct effect of D-mannose on γδ T cells. γδ T cells sorted from spleens and LNs were pooled together and cultured *in vitro*. After three days of TCR stimulation, γδ T cells treated with D-mannose contained fewer cells with positive expression of Ki-67 and more apoptotic cells (**Figures 6A, B**). To reveal the underlying mechanism, we hypothesized that the suppression of γδ T cells may result from alterations in metabolism and performed a glycolytic rate assay. Indeed, the lower extracellular acidification rate (ECAR) indicated that D-mannose significantly suppressed the glycolytic capabilities of γδ T cells, while quantitative PCR showed that D-mannose reduced the expression of key glycolytic molecules in γδ T cells, such as *Pgk1*, *Ldha*, *Pfkm*, *Aldoa* and *Slc2a1* (**Figures 6C, D**). Moreover, both flow cytometry analysis and capillary western blot illustrated the expression of phospho-AKT and phospho-mTOR was downregulated in γδ T cells after culture with D-mannose (**Figures 6E, F** and **Figure S7**). Together, considering the crucial roles of AKT/mTOR signaling in glycolysis (35, 37), our results suggested that D-mannose treatment contributed to the lower proliferation and higher apoptosis of γδ T cells by impairing glycolysis *via* the AKT/mTOR axis.

**Figure 6:**
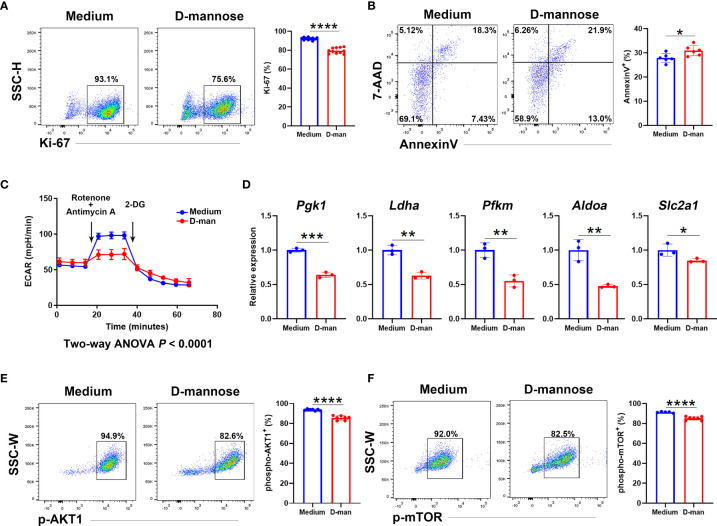
D-mannose suppressed γδ T cells by disturbing their glycolytic capabilities and AKT/mTOR signaling. **(A–F)** LN and splenic γδ T cells from at least 15 mice were pooled together and cultured *in vitro* with or without D-mannose. After three days of stimulation with anti-CD3 and anti-CD28, γδ T cells were harvested. **(A)** Flow cytometry analysis of Ki-67^+^ cells in γδ T cells was performed (N=11, *t*=12.79). **(B)** Flow cytometry was used to determine the expression of Annexin V and 7-AAD in γδ T cells (N=6, *t*=2.661). **(C)** Extracellular acidification rates (ECARs) were measured to determine the glycolytic capacity in γδ T cells. **(D)** Quantitative PCR analysis of glycolytic genes expression in γδ T cells cultured with or without D-mannose (N=3). **(E, F)** Flow cytometry was used to analyze the expression of phospho-AKT1 (*t*=9.252) and phospho-mTOR (*t*=7.152) in γδ T cells cultured with or without D-mannose (N=5-7). The experiments described above were repeated at least three times and the unpaired *t* test was used to compare the differences described above. *p < 0.05, **p < 0.002, ***p < 0.0002, ****p < 0.0001.

## Discussion

Skin is the crucial barrier that protects us from drastic changes in the external environment (38). Among the immunological populations of skin, γδ T cells have received more attentions in recent years (13). Here, we demonstrated that the skin DLN γδ T cells from psoriatic mice became highly activated/effector γδ T cells with the phenotype of γδ17 T cells. Most importantly, we determined that D-mannose, a hexose sugar, could alleviate the experimental psoriasis by suppressing γδ T cells *via* inhibition of glycolysis and AKT/mTOR/HIF-1α signaling.

Emerging evidence has shown that inflammatory γδ17 T cells migrating between the DLN and dermis play critical roles in the pathologies of psoriasis (15, 18). In accordance with previous reports (16, 18), our study found that the γδ T cells from DLN of IMQ-treated mice had augmented proliferation compared with healthy controls. Meanwhile, these activated γδ T cells acquired higher levels of ICOS, PD1, IL-23R, CD25, and IL-17A expression [phenotypes correlated to γδ17 T cells (33)], but lower levels of CD27, NK1.1, and IFN-γ expression [phenotypes correlated to IFN-γ-producing γδ T cells (33)]. In addition, the transcription factors *Irf4*, *Maf*, *Runx3*, and *Rorc*, which control the commitment of Th17 cells, were selectively elevated in γδ T cells from the DLN, upon IMQ stimulation. In murine psoriasis, γδ T cells migrate into lesions *via* CCR2 and CCR6; moreover, they can travel to distal noninflamed skin and LNs to provide memory activation under restimulation (18, 34, 39). In addition to the higher expression of CCR2 and CCR6, γδ T cells from the DLN of psoriatic mice also contained more cells with positive expression of CCR5 and CXCR6, which suggested that the inflammatory γδ T cells from the skin DLN may travel to other organs, such as the liver, gastrointestine, synovial joints, and neural system, to disturb the local immune microenvironment (40–42). The aberrant chemotaxis should be a pivotal factor that linked psoriasis to other sequelae (such as asthma and psoriatic arthritis) (43, 44). Moreover, we also found that the splenic γδ T cells of psoriatic mice had the highest level of CCR6 expression, which implied that they were motivated to migrate into the inflamed skin or DLNs. Thus, our study characterized γδ T cells in IMQ-treated mice and again underlined the accumulation of γδ17 T cells in the skin draining LN of a psoriatic model.

Metabolic reprogramming dictates the fate of T cells, and interference with the metabolic state of T cells could orchestrate the immune reaction (21, 36, 45). Compared to other γδ T populations, γδ T cells from the DLN of psoriatic mice acquired the highest p-HIF-1α expression and upregulated genes associated with glycolysis and mTOR1 signaling. HIF-1α-dependent glycolysis is implicated in the pathogenesis of Th17 cells; hence, suppressing the activation of HIF-1α and impeding the correlated glycolysis may offer protection in the mouse model of psoriasis (25, 37).

In recent years, D-mannose was reported to suppress immunopathology in models such as lupus, diabetes and colitis (29–31). Treatment with D-mannose effectively impaired succinate-mediated HIF-1α activation and glucose metabolism in macrophages (31). As in T cells, the addition of mannose *in vitro* also resulted in a decreased capacity to utilize glycolysis, and induced the differentiation of Treg cells (29). However, the effects of D-mannose in psoriasis and γδ T cells have not been elucidated. Our study first showed that D-mannose could alleviate the pathology of IMQ-induced psoriasis by suppressing proliferation and IL-17 production in γδ T cells. In particular, D-mannose selectively reduced the frequency of γδ T cells in skin DLN. Although the percentage of Treg cells was increased in spleen, the ratio of Tregs in DLN was not altered by D-mannose treatment. This partially excluded the suppression of DLN γδ T cells was achieved by the induction of Treg cells.

Further *in vitro* culture indicated that the addition of D-mannose disturbed glycolysis and decreased the expression of p-AKT and p-mTOR in γδ T cells. AKT/mTOR signaling participates in the progression of psoriasis and tunes the fate of T cell by HIF-1α-mediated glycolysis (46–48). mTOR1 is required for the proliferation and survival of peripheral Vγ4^+^ γδ T cells, while mTOR1 and mTOR2 potentiate γδ17 T cells by regulating glycolysis and mitochondrial ROS production (35). Hence, the prevention of glycolysis *via* downregulation of AKT/mTOR signaling may explain the suppression of γδ T cells’ proliferation and survival by D-mannose. In accordance with these results, D-mannose treatment also resulted in decreased expression of the glycolytic regulator p-HIF-1α in γδ T cells from IMQ-treated mice. This again implied the crucial role of impeding AKT/mTOR/HIF-1α-mediated glycolysis in the suppression of psoriatic γδ T cells by D-mannose. ICOS, as a costimulatory molecule, could activate mTOR signaling to promote follicular helper T cell response *via* driving glycolysis, lipogenesis, and Glut1-mediated glucose metabolism (49). In our findings, γδ T cells from the DLN of psoriatic mice included more cells with positive expression of ICOS. Interestingly, similar to the alterations in γδ T cells frequency, oral D-mannose specifically decreased the expression of ICOS in γδ T cells from the DLN rather than the spleen. Considering ICOS could promote the activation of mTOR signaling (49), it is thus likely that ICOS may transfer upstream signaling in the process by which D-mannose regulates γδ T cells. Together, our results suggested that D-mannose suppressed psoriatic pathogenic γδ T cells by interfering with AKT/mTOR/HIF-1α signaling-mediated glycolysis.

Psoriasis is a chronic disease with intricate mechanisms (6). Although we demonstrated that D-mannose alleviated psoriasis by interfering with glycolysis in γδ T cells, there are still limitations. The psoriatic skin consists of overproliferative keratinocytes that can cross-talk with T cells to exacerbate the pathology. Previous works have reported that these keratinocytes also have higher glucose metabolism and inhibition of glycolysis can alleviate IMQ-induced psoriasis by inhibiting their proliferation (50). In our work, we cannot exclude the possibility that the remission of psoriasis achieved by D-mannose treatment partially resulted from the suppression of glycolysis in pathogenic cells such as keratinocytes. Hence, the mechanisms underlying the alleviation of psoriasis by D-mannose still need further exploration, and other target cells of D-mannose should also be verified in the future.

Overall, our study explicitly characterized the phenotype and function of γδ T cells in IMQ-treated mice. We found the skin-draining LN γδ T cells were activated, and imprinted by the destiny of γδ17 T cells during psoriasis. These pathogenic γδ T populations attained highly p-HIF-1α expression, while upregulated pathways associated with glycolysis and mTOR1 signaling. Most importantly, we discovered that D-mannose, a previously reported inhibitor of HIF-1α and glucose metabolism, had a beneficial effect on psoriasis by restraining the pathogenic γδ17 T cells. The impediment of AKT/mTOR/HIF-1α-mediated glycolysis may contribute to the suppression achieved by D-mannose. These findings supply a new method for manipulation of γδ T cells, and will further warrant the exploration of D-mannose in the clinical application of skin immunological disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE188905.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of Beijing Friendship Hospital, Capital Medical University.

## Author Contributions

ML, HC, and DT participated in performing the research, analyzing the data, and initiating the original draft of the article. LY, XD, and YP participated in performing the research. XM and DZ established the hypotheses, supervised the studies, analyzed the data, and co-wrote the manuscript. All listed authors participated meaningfully in the study and that they have seen and approved the submission of this manuscript.

## Funding

Grants from the National Natural Science Foundation of China (No. 81870399 and 82100670), Youth Beijing Scholar (No. 035), and Beijing Nova Program (Z211100002121036) supported this work.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: D-Mannose Suppresses γδ T Cells and Alleviates Murine Psoriasis
**Source:** Front Immunol. 2022 Feb 28;13:840755. doi: 10.3389/fimmu.2022.840755
**Supplement:** Supplementary file 8

**Supplemental Tables**

**Table S1. Primers for qPCR analyses**

| Primer name | Primer sequence (5’ to 3’) |
| --- | --- |
| *Ldha-*F | AGGCGGCTACACGTACAC |
| *Ldha*-R | AGCACCAACCCCAACAACTG |
| *Pgk1*-F | CCCTTCCTGGCTATCTTGGG |
| *Pgk1*-R | GGCCAGTCTTGGCATTCTCA |
| *Pfkm*-F | ACAGTGGCCGTGATGAATGT |
| *Pfkm*-R | AGCCCCCAATGATGACAAGG |
| *Aldoa*-F | GGGGTCACTTTCCTGTCTGG |
| *Aldoa*-R | TTCTCCTTCTTCCCACCCCA |
| *Slc2a1*-F | ATGGATCCCAGCAGCAAGAAG |
| *Slc2a1*-R | AGCGGTGGTTCCATGTTTGA |
| *β-actin*-F | CGATATCGCTGCGCTGGTC |

How the deposited data were processed for this re-analysis (not part of the article)

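RNA-seq data of sorted γδ T cells were taken from 12 samples, 3 each of Ctrl LN, IMQ LN, Ctrl Spl and IMQ Spl, each from 15 mice. The authors mapped the reads to the mouse genome (Mm9) with HISAT2, counted them per gene with HTSeq and deposited raw counts per Ensembl gene identifier, without normalization. No other unit was used. The total per sample ranged from 25398374 to 36587689 counts (median 31922359). Identifiers were matched to the Ensembl release 65 annotation of mm9, and 20793 of them are not in it; these were kept in the tests under their identifiers.

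From the counts, genes were filtered with edgeR's filterByExpr, which left 16790, normalized with TMM and fitted with edgeR's quasi-likelihood model in one fit of all samples. DESeq2, which the paper used, was run as an alternative. DEGs needed a fold change above 2 and a Benjamini-Hochberg adjusted p under 0.05. The comparisons were IMQ LN against Ctrl LN, IMQ Spl against Ctrl Spl, Ctrl LN against Ctrl Spl, IMQ LN against IMQ Spl, IMQ LN against Ctrl Spl for genes said to be highest in IMQ LN, and the difference of the responses to IMQ in the 2 tissues. Gene lists were tested with camera, adjusted over 13 tests. For the difference of the responses, the adjustment was instead over all lists tested for it, the cell type marker lists included. The separation of the groups was tested over the 500 most variable genes on log2 CPM with a prior count of 2. All 15400 partitions of the samples were computed in place of the random draws planned. The common biological coefficient of variation was 0.363; with 3 against 3 samples the smallest exact p for a single value is 0.1.

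The genes named were those the paper names for its RNA-seq data, those of the proteins it measured by flow cytometry in the same groups, and, for each response to IMQ, the 5 DEGs with the largest change in each direction among those with a mean of at least 10 CPM in the higher group and no overlap between groups. The alternatives tried were DESeq2's size factors, library size alone, no filter, only the 2 groups compared, thinned counts, no fold-change minimum, DESeq2's Wald test, fgsea for the lists, other numbers of genes for the separation, leaving out each sample, and the replicate number as a block. Replicate numbers come from the sample labels, and samples of Ctrl and IMQ-treated mice with the same number are from different mice. The paper does not say whether an LN and a spleen sample with the same number are from the same mice. Scaling to 16 T cell genes, scaling to 13 γδ T cell marker genes and a GC content offset, which covered 85.7% of the tested genes, were added after seeing the data.

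The fits were tested on simulated data made from the real means, with 200 of 16790 genes changed. edgeR found 185 of them (92.5%) with 5 false calls, and DESeq2 found 195 (97.5%) with 30. A list of 21 genes raised by 1 on the log2 scale was found at a median of 1.05, and none of 5 other lists was called. Genes were drawn independently and changed in IMQ LN only, with 1 spread per gene for all groups. In the data far more genes differed, and the biological coefficient of variation ran from 0.189 to 0.553 between groups. The simulation therefore does not test the normalization or the shared spread under these conditions. Near-identical copies of named genes were sought in mm9 with minimap2, at an identity of at least 95% over at least 50% of the length. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, minimap2 2.31-r1302, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GO terms, mTOR1 signaling genes, flow cytometry, imaging and qPCR measurements were not analysed here. Some of the genes the paper names are not reported here.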

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

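Of the tests in this part, those of a mislabelled sample and of scaling to the γδ T cell marker genes were chosen only after the result was seen. Scaling to the T cell genes and the GC content offset were also chosen after seeing the data. The results below were picked out because the response to IMQ differed between LN and spleen in a direct test of the difference, or because a signal appeared in genes that the paper does not discuss.

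The difference of the log2 responses (LN minus spleen) was 2.35 at the median for the cell cycle genes, 0.86 for the cholesterol synthesis genes and 1.03 for the glutamine family genes. Among the genes named by the paper it was, in the effector list, Icos 2.57, Pdcd1 3.57, Itgae 1.34 and Ccr7 0.87, and among the cytokine and receptor genes Il17a 1.56, Il17f 1.43, Il23r 0.67, Il2ra 1.77, Il1r1 2.01 and Gzmb 4.10. Among the transcription factors it was Prdm1 3.23, Maf 2.80, Irf4 2.21, Runx3 1.45, Hif1a 0.92 and Stat5b -1.20, and among the chemokine receptors Ccr1 2.96, Ccr2 1.57, Ccr4 2.57 and Cxcr6 1.55. It was 2.53 for Mki67, 0.88 for Pgk1, 0.82 for Ldha and 1.11 for Tpi1. Among the genes with the largest changes it was Mpzl1 12.04, Irg1 4.57, Pif1 5.03, Zbtb10 -2.99, Art3 -4.61 and Apol7c 8.79. Leaving out 1 sample moved the LN change of Mpzl1 from 7.68 to as much as 11.60. It moved that of Irg1 from 7.20 to as much as 12.35 and that of Pif1 from 6.76 to as much as 12.68. The sizes of the differences of Mpzl1, Irg1 and Pif1 are therefore uncertain. For Iqgap3 (9.61), Saa3 (-5.56), Ccl24 (13.22), Ubd (12.59) and Dysf (12.51), at least 1 group had no library above 3 counts, so these values give a direction and not a size.

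Of the 57 named genes, 38 had an adjusted p under 0.05 for this difference. With library size alone 38 of them still did, with counts thinned to the smallest total 38, and with a GC content offset 37. Scaled to the 16 genes expressed across T cells, 18 did in the same direction, and scaled to the 13 γδ T cell marker genes 18 did. Scaling to the T cell genes lowered the value of every one of the 38 genes, by 1.51 to 2.32, so whether a gene kept it followed largely from how large it was and from its error, and these counts are not a test of each gene. A smaller share of T cell RNA in the IMQ Spl libraries is a candidate explanation for part of a larger response in the LN. Over all tested genes, 3 of 100 splits of the 12 samples, the real one included, gave as many genes with a difference. The 2 others set 1 tissue against the other or 1 treatment against the other, and the median of the other splits was 0 genes.

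The macrophage marker genes were higher in IMQ LN than in Ctrl LN, with a median log2 fold change of 1.61 and 12 of 14 genes past the threshold. This stayed at 1.34 with library size alone, 1.61 with thinned counts and 1.46 with the GC content offset, and 12 of 12 samples had their nearest neighbour in their own group. The monocyte marker genes rose by 1.85 in the LN and by 2.42 in the spleen. RNA from monocytes in the libraries of IMQ-treated mice may therefore account for part of the signal. Of the 4 splits of the 6 LN samples that part as many same-numbered samples, 1 gave as small a camera p for the macrophage markers, which is the fewest possible and cannot be told apart from a chance arrangement of 3 against 3. Whether such RNA came with the sorted cells or from γδ T cells expressing these genes was not tested.

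The plasma cell marker genes rose by 2.36 in the spleen, with 5 of 8 genes past the threshold, and Ighg2c reached 18.5 CPM in IMQ Spl. The median of 2.36 restates this rise, so it is no test of RNA from plasma cells as its source, and no other explanation was tested. The other genes with the largest rises, which the paper does not discuss, were Iqgap3 at 15.9, Mpzl1 at 12.4, Saa3 at 16.2, Irg1 at 20.8 and Pif1 at 26.4 CPM in IMQ LN, and Saa3 at 31.4, Hsd17b2 at 14.2, Art3 at 49.5 and Slc5a5 at 13.8 CPM in IMQ Spl. Which cells these transcripts came from was not tested.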

How the results depend on the processing

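The comparisons, thresholds, gene lists and alternatives were set before the data were examined, except scaling to the T cell genes, scaling to the γδ T cell marker genes and the GC content offset, which were chosen after seeing the data, and the lists of T cell, monocyte and plasma cell genes, which were written after some genes had been seen and before the lists were tested. Leaving out each of the 12 samples in turn gave 2134 to 2398 higher and 1510 to 1713 lower genes for IMQ LN against Ctrl LN, 1320 to 1631 and 1736 to 2347 for IMQ Spl against Ctrl Spl, 433 to 491 and 2045 to 2293 for Ctrl LN against Ctrl Spl, and 2170 to 2546 and 2526 to 3051 for IMQ LN against IMQ Spl. The number with a different response ranged from 2348 to 2833 in these fits and from 2533 to 3204 under the other alternatives. The separation of the groups (R2) ranged from 0.916 to 0.935 in these fits.

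Without the fold-change minimum, 4381 genes were higher and 2755 lower in IMQ LN than in Ctrl LN, 3157 were higher in IMQ Spl, 1699 were higher in Ctrl LN than in Ctrl Spl and 3921 were higher in IMQ LN than in IMQ Spl. With library size alone, 923 were higher in IMQ Spl and 952 were higher in Ctrl LN. This scaling moved the median log2 fold change of all genes by -0.23 in the LN, -0.30 in the spleen, 0.25 for Ctrl LN against Ctrl Spl and 0.28 for IMQ LN against IMQ Spl. The share of higher genes moved from 56.7% to 41.5%, from 41.1% to 24.1%, from 17.2% to 32.5% and from 46.4% to 59.3% in this order. The GC content offset moved the median by -0.12 in the LN and 0.10 for Ctrl LN against Ctrl Spl. For the counts of genes called, the cause was not tested.

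Of the 13 list tests, 11 kept their direction and an adjusted p under 0.05 under all alternatives run. The median of the cholesterol synthesis genes in the spleen ranged from -0.14 to 0.066 across the 12 fits that each left out one replicate, and it changed sign in 1 of them. The median of the glutamine family genes in the spleen ranged from -0.026 to 0.22 across these fits, and was -0.23 with library size alone and -0.035 with only the 2 groups compared. Neither list passed the threshold under any alternative. The value with library size alone follows the shift of all genes in the spleen given above, and the cause of the others was not tested. The number of transcription factor genes called was 1 when scaled to the T cell genes, against 3. Scaled to the γδ T cell marker genes, 2 effector, 1 cytokine, 0 transcription factor and 1 chemokine receptor genes were called, and 4 glycolytic genes in the LN, against 5, 7, 3, 6 and 7. For the genes called highest in IMQ LN, this scaling lowered the difference from IMQ Spl by 3.20 to 3.25 and scaling to the T cell genes by 2.62 in each gene. For IMQ LN against Ctrl LN, scaling to the γδ T cell marker genes moved Ccr6 from 0.72 to -0.22. A like shift of all genes is enough to remove small glycolytic rises in the LN, such as Eno1 (0.84) and Pfkl (0.69). It may therefore account for the fewer glycolytic genes called.

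Of 2393 alternatives for 126 comparisons of 57 named genes, 54 were weaker, 12 stronger and 8 reversed. The reversed ones were not past the threshold: Il22 in the spleen across the fits without one replicate (-0.67 to 1.13), Stat5a (-0.20) and Ccr2 (-0.16) in the spleen and Slc2a1 in the LN (-0.083) with library size alone, Batf in the spleen with library size alone (-0.24) and without one replicate (-0.089 to 0.22), and Hif1a in the spleen without one replicate (-0.046 to 0.028, with 0.021 without IMQ Spl replicate 1). Library size alone moved the 4 values by about as much as the median of all genes given above, which is enough for values this small to change sign. For the fits without one replicate the cause was not tested. The adjusted p of Il22 for IMQ LN against Ctrl LN ranged from 0.0024 to 0.098 over its alternatives, and it was weaker in 9 of them.

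With the replicate number as a block, 2234 and 1620 genes were higher and lower in IMQ LN than in Ctrl LN, 1436 and 1982 in IMQ Spl than in Ctrl Spl, 433 and 2128 in Ctrl LN than in Ctrl Spl, and 2317 and 2676 in IMQ LN than in IMQ Spl. With the block, 2551 genes had a different response and 6 of the 7 cytokine genes were called. The block gave medians of 0.98 and 0.81 for the glycolysis genes in LN and spleen, and -0.015 for the glutamine family genes in the spleen. The deviations of same-numbered samples from their group means had mean correlations from -0.022 to 0.054 over the 6 pairs of groups, so the numbers gave no sign of pairing.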

Differences from the paper's values

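For genes lower in IMQ LN than in Ctrl LN, 1761 were found against the paper's 3563. The gap counts as closed here when the 2 numbers are within 1.5-fold of each other, which is not equality. Of the alternatives set before the data were examined, leaving out the fold-change minimum closed the gap in this sense (2755 genes), and the others did not, at 2365 with library size alone and 2352 with DESeq2's Wald test, the highest of them. For genes lower in IMQ Spl than in Ctrl Spl, 2103 were found against the paper's 3353. The gap closed with library size alone (2912), DESeq2's Wald test (2485), only the 2 groups compared (2516), no fold-change minimum (3118) and without Ctrl LN replicate 1 (2347), and it stayed open under the other alternatives set before the data were examined. For genes lower in IMQ LN than in IMQ Spl, 2778 were found against the paper's 4849, and of the alternatives set before the data were examined leaving out the fold-change minimum closed the gap (3992) and the others did not. Leaving out the fold-change minimum opened a gap in the higher genes, at 4381 against the paper's 2091 in the LN, 3157 against 1469 in the spleen and 3921 against 2230 for IMQ LN against IMQ Spl. Library size alone did so in the spleen (923 against 1469). Of these 3 comparisons, only that in the spleen had alternatives with both higher and lower genes within 1.5-fold, namely DESeq2's Wald test (1575 higher), only the 2 groups compared (1618) and without Ctrl LN replicate 1 (1631).

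The paper lists cholesterol metabolism among the pathways enriched in the spleen upon IMQ. Its gene set was not analysed here, and the list of 19 cholesterol synthesis genes covers only a part of that metabolism. Here the cholesterol synthesis genes had a median log2 fold change of -0.079 in the spleen, and only without IMQ Spl replicate 3 was it above 0, at 0.066, with adjusted p from 0.402 to 0.682 over all alternatives. The paper describes Runx3, Stat5 and Batf as higher in IMQ LN. Here the log2 fold change for IMQ LN against Ctrl LN was -0.13 for Runx3, -0.22 for Stat5a, -0.036 for Stat5b and -0.31 for Batf, and no alternative set before the data were examined made any of them higher in IMQ LN than in Ctrl LN. Scaled to the T cell genes or to the γδ T cell marker genes, settings chosen after seeing the values, none of these was called highest in IMQ LN. Scaling to the T cell genes raised log2 fold changes for IMQ LN against Ctrl LN, for Icos from 1.94 to 2.66 and for Ccr6 from 0.72 to 1.43. A shift of this size would turn small negative values positive, so under this scaling Runx3, Stat5a, Stat5b and Batf may lie above Ctrl LN. The paper also places Prdm1 highest in IMQ LN. Its mean here was 55.2 CPM in IMQ LN and 48.9 in Ctrl Spl, a difference within the replicate error. The macrophage marker genes had a median log2 fold change of -5.37 for IMQ LN against Ctrl Spl. Which cells the Prdm1 RNA of Ctrl Spl came from was not tested. By flow cytometry, not analysed here, the paper also reports Blimp1 protein as raised only in γδ T cells of IMQ LN.

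The paper counts Slc2a1, Pfkm and Aldoc among the glycolytic genes that rose upon IMQ. Here Slc2a1 in the LN, and Pfkm and Aldoc in both tissues, were not past the threshold. Without Ctrl LN replicate 2, Slc2a1 (0.39, adjusted p = 0.029, range over its alternatives 0.029 to 1) was called in the LN. Aldoc was called in the LN without Ctrl LN replicate 1 (1.41, adjusted p = 0.041) and without Ctrl LN replicate 2 (3.00, adjusted p = 0.048, range over its alternatives 0.041 to 0.262). Scaled to the T cell genes, all 10 glycolytic genes were called in each tissue, and scaled to the γδ T cell marker genes 4 were called in the LN and 8 in the spleen, both settings chosen after seeing the values.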

Other observations

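Of the tests in this part, those of a mislabelled sample, of lower expression within each cell, of the genes called highest in IMQ LN, of Ccr6, of macrophage and monocyte RNA behind the glycolysis genes and of Ctrl LN replicate 1 were chosen only after the result was seen. The GC content offset and both scalings, to the T cell genes and to the γδ T cell marker genes, were also chosen after seeing the data.

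The 16 genes expressed across T cells were lower in IMQ Spl than in Ctrl Spl, all 16 past the threshold, with a median log2 fold change of -2.33. The fall was -2.63 with library size alone, -2.32 with thinned counts and -2.28 with the GC content offset, and 12 of 12 samples had their nearest neighbour in their own group. The monocyte marker genes rose at the same time, by 2.42, so RNA from monocytes in the IMQ Spl libraries may have lowered the share of T cell RNA. In the LN upon IMQ, the 16 genes had a median of -0.79, with 9 lower past the threshold, while the γδ T cell marker genes rose by 1.02, so that the 2 lists did not change together. In the spleen, the γδ T cell marker genes changed by -1.09, less than the other T cell genes, and lower expression within each cell cannot be told apart from dilution. Of 4 splits of the 6 spleen samples, 1 gave as small a camera p.

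Of the 19 genes called highest in IMQ LN, 14 were still higher in IMQ LN than in IMQ Spl when scaled to the T cell genes, and 5 were not. Scaled to the γδ T cell marker genes, 5 were and 14 were not. The 2 scalings lowered the difference between IMQ LN and IMQ Spl by about the same amount in all 19 genes, 2.62 for the first and 3.20 to 3.25 for the second, so which genes kept it followed from how large it was and from its error. In the scaling to the T cell genes 18 of the 19 were higher in IMQ Spl than in Ctrl Spl, against 5 with TMM. Itgae, Il17f, Il2ra, Ccr4 and Cxcr6 stayed higher in IMQ LN than in IMQ Spl under both scalings. Scaled to the T cell genes, each of them was still higher in IMQ LN than in every other group. Scaled to the γδ T cell marker genes, only Il17f and Ccr4 were. As both scalings act on all genes alike, they cannot tell which of the 19 genes differed between IMQ LN and IMQ Spl by dilution of T cell RNA and which did not. The paper finds the CCR6 protein highest on splenic γδ T cells of IMQ-treated mice. Ccr6 RNA was higher in IMQ LN than in IMQ Spl, and the log2 fold change scaled to the T cell genes was 0.60 (adjusted p = 0.014). Scaled to the γδ T cell marker genes it was -0.034 (adjusted p = 0.864). Both values follow from the size of the unscaled difference, 3.22, and from the common shifts. They therefore cannot tell whether dilution accounts for the difference in Ccr6.

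The glycolysis genes rose in IMQ Spl. The macrophage marker genes changed by -1.68 there, which is the wrong direction for macrophage RNA to carry this rise. The monocyte marker genes rose in IMQ Spl, and had a median of -3.25 for Ctrl LN against Ctrl Spl and of -4.04 for IMQ LN against IMQ Spl. The glycolysis genes had medians of 0.040 and 0.14 for the same comparisons, so they did not follow the monocyte genes between the tissues. As the glycolysis genes rose in the LN as well, RNA from monocytes may still have carried part of their rise in the spleen.

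Ctrl LN replicate 1 had no count for 88 genes that had at least 50 counts in both other Ctrl LN samples. Its total of 35841074 was the highest of the group, so depth did not account for this. It had 16148 genes with at least 1 count, fewer than both others, and fewer different molecules in the library may be the reason. No biological explanation was tested.

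A pair of groups of 3 samples can be split in 10 ways, and the real split was compared with the 3 others that part as many same-numbered samples; the 6 left part fewer. With so few splits, a chance arrangement cannot be excluded by them. In each of the 4 comparisons, for higher and for lower genes, 1 of the 4 splits gave as many DEGs, the real one, and the others gave from 0 to 2. The same held, at 1 of 4, for the glycolytic genes called in LN and spleen, and for the camera p of the glycolysis, pentose phosphate and fatty acid genes in both tissues, the glutamine family genes in the LN, and the cell cycle genes in the LN and for IMQ LN against IMQ Spl. For the cell cycle genes and the glutamine family genes in the spleen, and the cholesterol synthesis genes in both tissues, 2 of 4 splits gave as small a p. In 100 splits of the 12 samples into 4 groups, 1, the real one, gave as many genes called in the effector, cytokine, transcription factor and chemokine receptor lists. The paper named these genes from the same 12 samples for their level in IMQ LN, so the real split was favoured beforehand. These splits therefore cannot decide on a chance arrangement for the lists.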
